# Transcriptome profiling revealed early vascular smooth muscle cell gene activation following focal ischemic stroke in female rats – comparisons with males

**DOI:** 10.1186/s12864-020-07295-2

**Published:** 2020-12-09

**Authors:** Mimmi Rehnström, Simona Denise Frederiksen, Saema Ansar, Lars Edvinsson

**Keywords:** Focal cerebral ischemia, Transcriptomics, mRNA, Gene regulation, Female rats, Sex differences, Transcription factors, Inflammation, Endothelial function, Pathway analysis

## Abstract

**Background:**

Women account for 60% of all stroke deaths and are more often permanently disabled than men, despite their higher observed stroke incidence. Considering the clinical population affected by stroke, an obvious drawback is that many pre-clinical and clinical studies only investigate young males. To improve therapeutic translation from bench to bedside, we believe that it is advantageous to include both sexes in experimental models of stroke. The aims of this study were to identify early cerebral vascular responses to ischemic stroke in females, compare the differential gene expression patterns with those seen in males, and identify potential new therapeutic targets.

**Results:**

Transient middle cerebral artery occlusion (tMCAO) was used to induce stroke in both female and male rats, the middle cerebral arteries (MCAs) were isolated 3 h post reperfusion and RNA was extracted. Affymetrix whole transcriptome expression profiling was performed on female (*n* = 12) MCAs to reveal differentially expressed genes. In total, 1076 genes had an increased expression and 879 genes a decreased expression in the occluded MCAs as compared with the control MCAs from female rats. An enrichment of genes related to apoptosis, regulation of transcription, protein autophosphorylation, inflammation, oxidative stress, and tissue repair and recovery were seen in the occluded MCA**.** The high expression genes chosen for qPCR verification (*Adamts4*, *Olr1*, *JunB*, *Fosl1*, *Serpine1*, *S1pr3*, *Ccl2* and *Socs3*) were all shown to be upregulated in the same manner in both females and males after tMCAO (*p* < 0.05; *n* = 23). When comparing the differentially expressed genes in female MCAs (occluded and non-occluded) with our previous findings in males after tMCAO, a total of 297 genes overlapped (all groups had 32 genes in common).

**Conclusions:**

The cascades of processes initiated in the vasculature following reperfusion are complex. Dynamic gene expression alterations were observed in the occluded MCAs, and to a less pronounced degree in the non-occluded MCAs. Dysregulation of inflammation and blood-brain barrier breakdown are possible pharmacological targets. The sample of genes (< 1% of the differentially expressed genes) validated for this microarray did not reveal any sex differences. However, sex differences might be observed for other gene targets.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-020-07295-2.

## Background

Ischemic stroke is one of the leading causes of death and disability in the world [1]. Although the incidence is higher in men, women account for 60% of all stroke deaths and are more often permanently disabled than men [2]. Thrombolysis, the only available non-invasive treatment for stroke, has in some studies been shown to have a better effect in women than in men [3, 4]. Although reperfusion by thrombolysis or thrombectomy has been shown effective in salvaging neurological function, restoration of blood flow and reduction of damages to the blood-brain barrier (BBB) increases the risk of hemorrhagic transformation and edema, which may be potentially fatal complications [5]. In the case of thrombolysis, the risk of these adverse effects does not outweigh the benefits past 4.5 h post stroke, which limits the use in clinical practice [6].

Despite intense research efforts during several decades with more than 1000 compounds tested and numerous interventions that have shown promise in pre-clinical studies, all failed in the clinical studies [7]. Some of the main reasons proposed for this “translational roadblock” in stroke treatment are related to the fact that the majority of pre-clinical studies have been performed in young healthy male rodents, a clear drawback when considering the clinical population affected by stroke. By including both sexes in experimental models of stroke, it may be possible to more accurately represent the clinical scenario and thus improve therapeutic translation from bench to bedside. Despite increasing awareness of the importance of sex differences, the majority of pre-clinical and clinical studies are still performed on males [8].

Developing effective treatment strategies for both men and women requires a deeper understanding of sex differences in the underlying mechanisms of ischemic injury. In experimental stroke models, female animals have smaller ischemic areas and better functional outcomes, and this difference is nullified by ovariectomy, suggesting that female sex hormones (estrogen and progesterone) are responsible [9]. The protective effect of estrogen has been shown to be multifactorial, acting on both the vasculature and neurons [3]. Sex hormones do not fully account for all sex differences, it has also been demonstrated that neuronal apoptosis pathways differ between males and females [10] and that male neurons are also more sensitive towards nitrosative stress [11]. We have demonstrated that there are differences in the cerebrovascular receptor expression in males versus females both in human brain vessels and in rats after transient middle cerebral artery occlusion (tMCAO, a standard method for this type of experimental stroke) [12, 13].

Ischemic stroke is primarily a vascular disease and we hypothesize that reperfusion and subsequent protection of the brain against hemorrhage, inflammation and edema by targeting the cerebral arteries is the first step towards successful stroke treatment [14]. The BBB consists of endothelial cells with continuous tight junctions, which offer protection against the pathogens, toxins and reduce the influence of the peripheral immune system in the brain. The endothelial cells are supported by the vascular smooth muscle cells (VSMCs), astrocytes, pericytes and the extracellular matrix (ECM). This system is disrupted after stroke due to formation of reactive oxygen species (ROS) and subsequent inflammatory processes [5]. This allows peripheral inflammatory cells to migrate across the BBB and cause further destruction to the brain tissue. In addition to endothelial damage, reperfusion puts a strain on the VSMCs, causing enhanced vasocontractile responses which reduce perfusion [14]. The VSMCs also express inflammatory cytokines in response to ischemia-reperfusion, including metalloproteinases, which contribute to recruitment of inflammatory cells and further BBB breakdown [15]. This has been verified ex vivo in both rodents following experimental stroke [16, 17] and humans [18].

The present study was conducted to examine the early cerebrovascular processes of vascular damage after stroke in females and subsequently examine if sex differences and similarities in these responses occurring in the cerebral vessel wall exist. After a stroke, there is enhanced activation of phosphorylated extracellular signal-regulated kinase 1 and 2 (pERK1/2) in the cerebral vasculature already after a few minutes which reach even higher levels at 3 h [19]. In order to examine which genes were activated in the early stroke stages (at 3 h), we performed whole-transcriptome expression profiling on middle cerebral arteries (MCAs) of female rats after tMCAO-induced ischemia. This was also done to identify activated biological processes and pathways locally in the MCAs which potentially could be targeted for vascular protection after stroke. In addition to the microarray, we validated selected high-expression genes that potentially are involved in reperfusion injury in male and female rats, and compared the differentially expressed genes in MCAs from females (current study) with MCAs from males (previous study, Grell et al. [20]) after tMCAO to contribute to basic knowledge of vascular wall processes in both sexes after stroke.

## Results

### Physiological parameters for both sexes

The body weight was significant lower in females (243 ± 9 g) than males (323 ± 16 g) (*p* < 0. 05), although they were of the same age. During the occlusion and reperfusion, the blood flow over the MCA distribution area was measured with a laser Doppler flowmetry probe [21, 22]. Insertion of the intraluminal filament resulted in a mean reduction of blood flow by 73 ± 10% in females and by 76 ± 9% in males (*p* > 0.05). Withdrawal of the filament after two hours of occlusion resulted in a mean increase of blood flow by 65 ± 13% in females and by 49 ± 17% in males (p > 0.05). This resulted in a blood flow approximate to the level observed prior to the occlusion. Prior to the occlusion, body temperature, blood pressure, blood glucose, pH, p_a_CO_2_ and p_a_O_2_ were measured. These parameters were within the physiological range and did not differ between the sexes (data not shown).

### Whole transcriptome expression profiling in females

In the microarray analysis, bilateral MCA segments (occluded (n_sample_ = 5) and non-occluded (n_sample_ = 6)) from 6 female rats subjected to tMCAO were analyzed. 

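The middle cerebral artery (MCA) supplies the lateral part of the brain, and in the tMCAO model it is blocked by a filament and later reperfused. RNA from 17 MCAs of female Wistar rats was measured on whole-transcript rat gene arrays, 1 array per artery. The arrays came from 6 control MCAs of healthy rats, from 6 non-occluded MCAs of operated rats and from 5 occluded MCAs. Both arteries came from 5 rats. The control rats were not operated, and no group was sham-operated. Comparisons against control therefore cannot tell the occlusion from the surgery and anesthesia. Every occluded MCA was a right artery and every non-occluded MCA a left one, so the side cannot be told apart either. An MCA segment holds smooth muscle cells, endothelial cells, pericytes, fibroblasts and blood cells, and each value is an average over them. The authors' deposited values are log2 expression values from robust multi-array averaging. This method corrects the background, sets all arrays to a common distribution and summarises the probes of each probe set. The values ran from 2.87 to 13.74, and the medians of the arrays lay between 7.36 and 7.49. A change of most genes in the same direction would not be visible on arrays set to a common distribution. The authors removed dim probe sets separately for each comparison, and 13809 probe sets had a value on every array. Of these, 13478 carried 1 gene symbol and gave 13197 genes, and the brightest probe set was used for each of 221 genes that had several. Groups were compared with limma, which fits a mean per group and shares information on the spread across probe sets. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as differentially expressed. The study's own test, significance analysis of microarrays (SAM) with a q-value of 0, was run as an alternative and gave fewer genes in each comparison. Arrays have no read depth, so the number of arrays limits the precision.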

The arteries were removed 3 h post-reperfusion. MCAs from 6 healthy female rats were used as controls. 

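Tfpi2, an inhibitor of tissue factor and plasmin, was among the genes with the largest increases in the occluded MCAs. It had a log2 fold change of 4.50 over control MCAs (standard error 0.24, adjusted p = 1.91e-10 from limma, 5 against 6 arrays). A2m, a protease inhibitor of the acute phase in rats, rose by 4.16 on the log2 scale (standard error 0.24). Spp1, which encodes the secreted matrix protein osteopontin, rose by 3.97 (standard error 0.15), and Osmr, the receptor of oncostatin M, by 3.19 (standard error 0.12). The stress gene Gadd45g rose by 3.19 (standard error 0.24). Among the largest decreases were Mrgprh, an orphan G protein-coupled receptor, at -2.88 (standard error 0.25), the Ras-like gene Rergl at -2.64 (standard error 0.31) and the LIM domain gene Wtip at -2.55 (standard error 0.16). Mas1, a receptor of the renin-angiotensin system, fell by 2.00 (standard error 0.14). In each of these genes no occluded array overlapped with a control array. The rule that named genes by their fold change required this, so it is not a separate result. Of 23 measured genes of the smooth muscle contractile apparatus, 13 were lower, 1 was higher and 9 did not pass the test (14 lower when adjusted over the list alone). Myocd, the coactivator that drives smooth muscle differentiation, fell by 1.18 (standard error 0.21) and the smoothelin gene Smtn by 0.68 (standard error 0.13). Des, which encodes the intermediate filament desmin, was the member that rose, by 0.46 (standard error 0.077). The set test camera gave the list an adjusted p of 0.00149, and an adjusted p = 0.623 with an estimated correlation. In total, 2540 of 13197 genes were higher and 3017 were lower, of which 431 and 198 changed at least 2-fold. With SAM at a q of 0 the numbers were 1154 higher and 1012 lower, and 4 of the contractile genes were lower. With a minimum of 1.5-fold they were 936 and 880, 5 contractile genes were lower and Des was not called.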

In total, 1076 genes showed an increased expression and 879 genes had a decreased expression in the occluded MCAs as compared with the control MCAs. 

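In the contralateral non-occluded MCAs, the largest increase was in the metallothionein gene Mt2A. Its log2 fold change over control MCAs was 2.93 (standard error 0.15, adjusted p = 2.86e-09 from limma, 6 against 6 arrays). Zbtb16 and Fkbp5, which are known targets of the glucocorticoid receptor, rose by 2.15 (standard error 0.21) and 1.62 (standard error 0.21). Fmo2, a flavin-containing monooxygenase, rose by 1.70 (standard error 0.26), and Cdo1, an enzyme of cysteine breakdown, by 1.54 (standard error 0.18). Of 17 measured genes of the glucocorticoid response, 10 were higher, none was lower and 7 did not pass the test (12 higher when adjusted over the list alone). Map3k6, a gene of a mitogen-activated protein kinase cascade on this list, had 1.29 (standard error 0.15). Like Mt2A and Lcn2 on the list, it is a gene that the study chose on these arrays. In the set test camera the list had an adjusted p of 3.08e-16, and 0.0131 with an estimated correlation. The 7 neutrophil markers had a median log2 fold change of 0.301 and the 7 platelet markers one of 0.224. Their camera adjusted p was 0.0154 and 0.00298, and adjusted p = 0.141 and 0.223 with an estimated correlation. The decreases were smaller. Kcne3, a potassium channel subunit, fell by 0.91 (standard error 0.15), Hmcn1, a protein of the basement membrane, by 0.90 (standard error 0.16) and the taurine transporter gene Slc6a6 by 0.72 (standard error 0.096). In total, 236 genes were higher and 280 were lower, of which 34 and 2 changed at least 2-fold. Of all calls, 45.7% were higher, against 64.7% (300 higher and 164 lower) with each array centred on its median and 60.4% (287 higher and 188 lower) after cyclic loess. Without the non-occluded array of rat F15, 149 were higher and 139 lower, and 176, 182 and 184 were lower without control F16 and without non-occluded F12 and F19. With SAM 102 were higher and 67 lower, and the ordinary equal-variance test called 6 of the glucocorticoid response genes and an adjusted p under 0.01 called 5.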

In the contralateral non-occluded MCAs, 111 genes had an increased expression and 92 genes had a decreased expression. 

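Sbno2, a target of STAT3 that dampens inflammation, was higher in both arteries of the operated rats. It rose by 2.77 (standard error 0.12) in the occluded and by 1.36 (standard error 0.12) in the non-occluded MCAs on the log2 scale. Bcl3, an atypical inhibitor of the NF-kappaB family, rose by 2.97 (standard error 0.15) and 0.94 (standard error 0.14). The metallothionein gene Mt1a rose by 2.97 (standard error 0.18) and 1.30 (standard error 0.17). Tgfbi, a matrix protein induced by TGF-beta, was lower in both, by 0.63 (standard error 0.096) and 0.52 (standard error 0.091), and at a minimum of 1.5-fold its decrease in the non-occluded MCAs was not called. In all, 188 genes were higher and 248 were lower in both arteries than in control MCAs. Independent lists of these sizes would share 45.4 higher and 64 lower genes. Both comparisons use the same 6 control arrays. In simulations of unchanged groups, the deviations of all arrays from their group means were dealt at random to the 3 groups. These groups shared 0 genes in every simulation. Without a change there is little to call, so this count cannot show how shared controls act on genes that do change. With the controls split 3 and 3 between the comparisons, over 20 splits, a median of 68 genes (range 53 to 192) were higher in both and 60 (43 to 268) were lower in both, where independent lists gave 14.9 and 13.4. The log2 fold changes of the 2 comparisons correlated across genes, which are not independent replicates, at 0.581 (simulated mean 0.494, highest 0.828, split median 0.459). Their covariance was 0.0554, against a simulated mean of 0.00881 (highest 0.0351) and a split median of 0.0482. With SAM, 76 genes were higher and 52 lower in both, and without non-occluded F15 the numbers were 122 and 128. The number of lower genes depended on the scaling, at 150 with each array centred on its median and 165 after cyclic loess.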

The expressions of 80 of the differentially expressed genes were increased in both the occluded and non-occluded MCAs while the expressions of 67 of the differentially expressed genes were decreased in both the occluded and non-occluded MCAs (Fig. 1, Fig. 2).

**Fig. 1:**
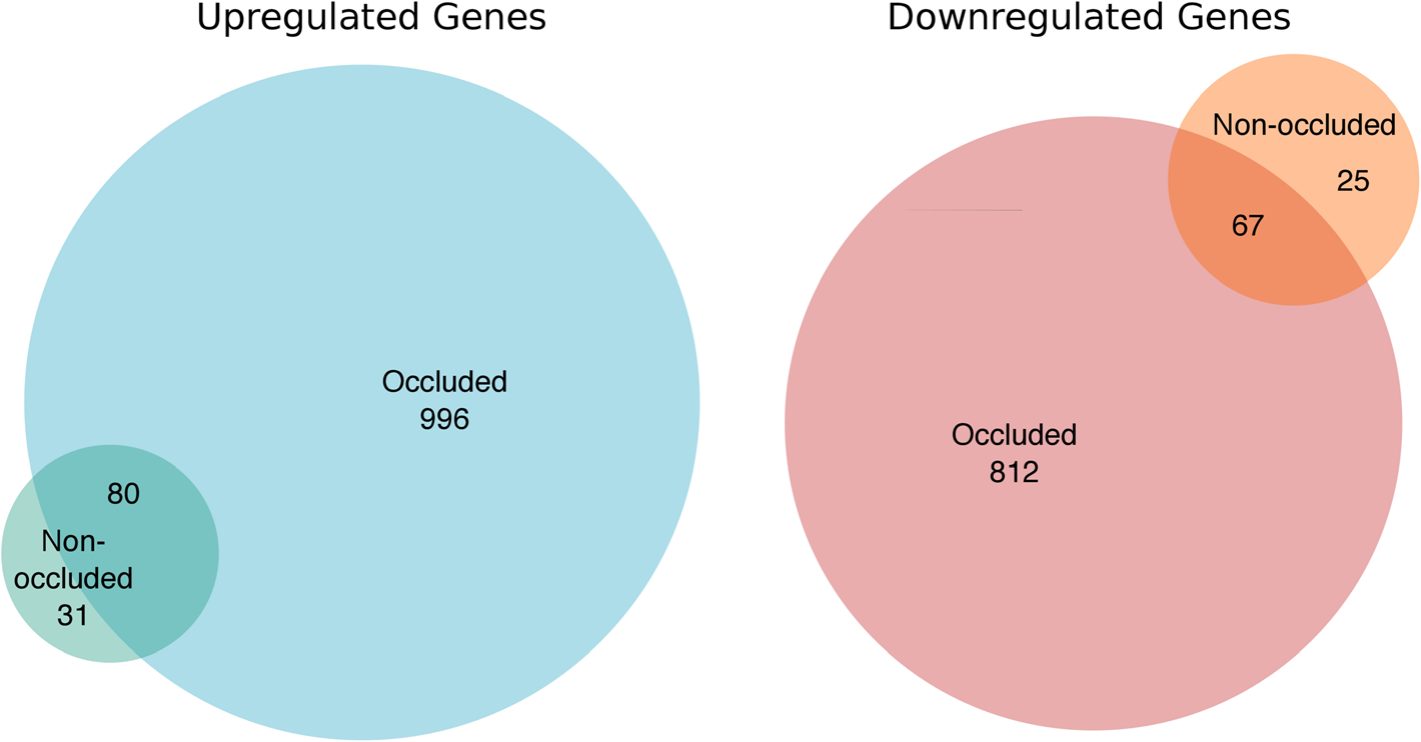
Differentially expressed gene count in the occluded and non-occluded middle cerebral arteries (MCAs) from female rats. Venn diagrams illustrating the number of upregulated and downregulated genes in the occluded and non-occluded MCAs both compared with control MCAs as well as gene overlap between the experimental groups

**Fig. 2:**
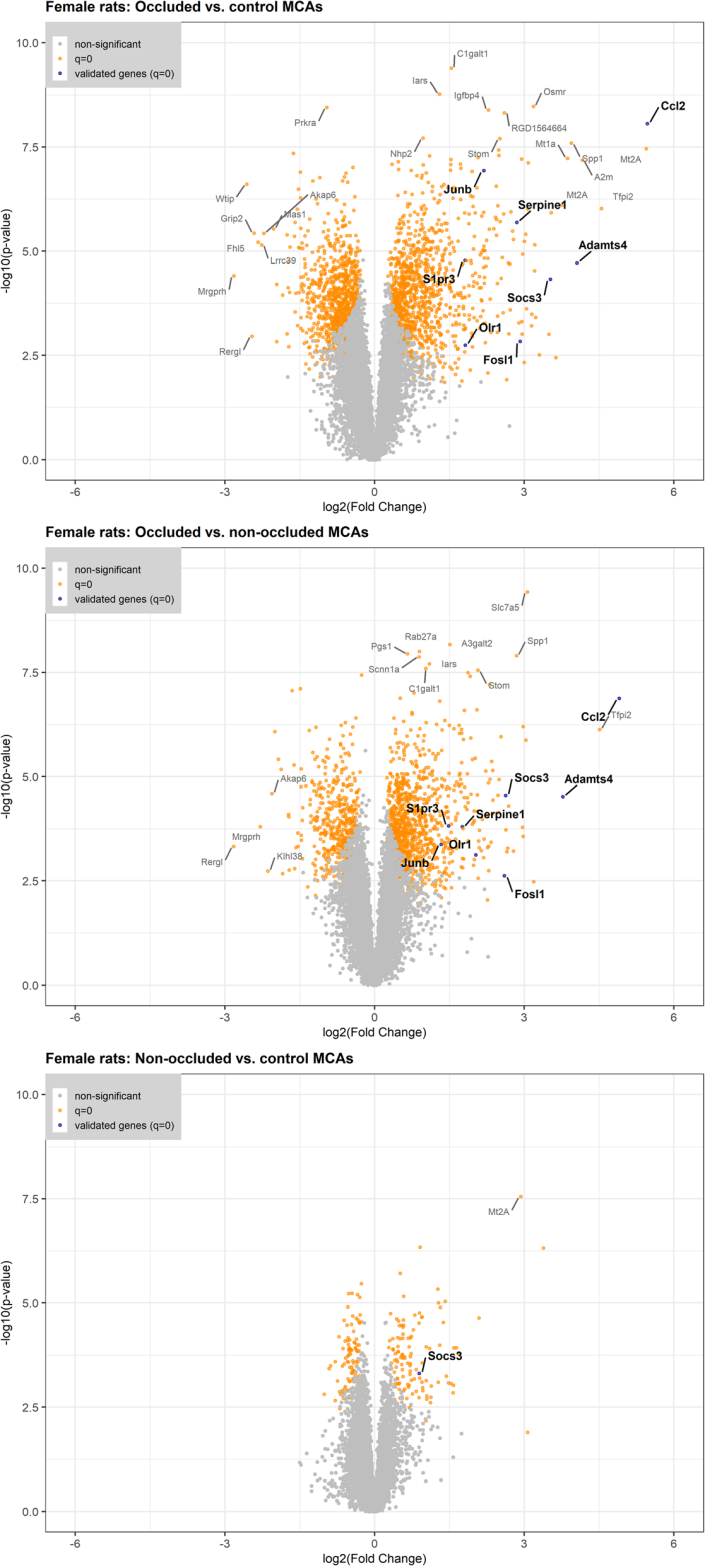
Differentially expressed gene distributions in the occluded and non-occluded middle cerebral arteries (MCAs) from female rats. Volcano plots illustrating distributions of the differentially expressed genes in the occluded and non-occluded MCAs both compared with control MCAs, and in the occluded MCAs compared with the non-occluded MCAs from female rats. Similar Volcano plots for male stroke rats can be found in the publication by Grell et al. [20] (please notice the difference in rat strain and microarray run)

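Between the arteries of operated rats, genes of amino acid synthesis were mostly higher and genes of fatty acid oxidation mostly lower in the occluded MCAs. Slc7a5, a transporter of large neutral amino acids, had a log2 fold change of 3.06 over the non-occluded MCAs (standard error 0.16, adjusted p = 9.01e-10 from limma), and the mitochondrial folate enzyme gene Aldh1l2 had 2.89 (standard error 0.20). Lif, a cytokine of the interleukin-6 family, rose by 2.91 (standard error 0.33). Of 22 measured genes of the integrated stress response and amino acid synthesis, 16 were higher and none was lower (16 when adjusted over the list alone), with a camera adjusted p of 2.94e-12 and 0.0138 with an estimated correlation. Of 21 genes of fatty acid and mitochondrial oxidation, 12 were lower and 1 was higher (12 and 1 when adjusted over the list alone), with an adjusted p of 1.97e-04 and 0.042 with an estimated correlation. The acyl-CoA dehydrogenase gene Acadl fell by 1.13 (standard error 0.097), and the member that rose was Ppard, a nuclear receptor that induces such genes, by 1.15 (standard error 0.072). Gucy1a3, a subunit of the nitric oxide receptor of smooth muscle, fell by 1.98 (standard error 0.24), and Akap6, an anchor protein of protein kinase A, by 2.08 (standard error 0.17). Of 21 genes of tight and adherens junctions and transcytosis, 7 were lower and none was higher (7 lower when adjusted over the list alone). Jam3, a junctional adhesion molecule, fell by 0.83 (standard error 0.13). The claudin gene Cldn1 was lower by 0.82 (standard error 0.15) than in the non-occluded MCAs, where it was 1.00 (standard error 0.14) above the control MCAs. As a set the junction genes had a camera adjusted p of 0.0132, and adjusted p = 0.486 with an estimated correlation. In total, 2259 genes were higher and 2079 were lower in the occluded MCAs, of which 288 and 112 changed at least 2-fold. This fit did not use the pairing of the arteries of 5 rats. With the rat as a random replicate block 2700 were higher and 2664 lower, and 2488 and 2562 with a fixed replicate block. The numbers with SAM were 1051 and 544, with 6 genes of fatty acid oxidation and 2 junction genes lower. With a minimum of 1.5-fold they were 741 and 481, and 4 junction genes were lower.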

### Gene and protein ontology enrichment analysis in females

#### Occluded MCAs compared with control arteries

With the significantly differentially expressed genes in the microarray, a gene ontology (GO) enrichment analysis was performed to identify activated biological processes. 

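Genes that build ribosomes rose together in the occluded MCAs. Of 38 measured genes of ribosome biogenesis, all 38 were higher than in control MCAs (38 when adjusted over the list alone), with a median log2 fold change of 0.77. The RNA helicase Ddx21, which acts in RNA polymerase I transcription and ribosomal RNA processing, rose by 1.26 (standard error 0.071), Heatr1, a factor of pre-ribosomal RNA processing, by 1.58 (standard error 0.10) and Nop58, a core protein of box C/D ribonucleoproteins, by 1.09 (standard error 0.075). As a list they had a camera adjusted p of 1.58e-25, and 0.0264 with an estimated correlation. Gene ontology (GO) terms were tested with the annotation of the array, which does not carry genes up the hierarchy of terms, among 9016 genes with a biological process annotation. Of these, 3943 genes (43.7%) were differentially expressed. The 18 terms of Table 1 with at least 10 measured genes were tested, out of 25. In rRNA processing, 26 of 46 genes were called and all 26 were higher, with an adjusted p of 0.226 in Fisher's exact test. That test counts calls in either direction, while camera asks for a shift in a common direction. The unadjusted camera p of rRNA processing, toward higher, was 3.94e-09, or 0.00364 with an estimated correlation. In protein autophosphorylation, 74 of 129 genes were called (57.4%, adjusted p = 0.0202), 41 of them higher and 33 lower. In the response to hydrogen peroxide, 33 of 53 were called (62.3%, adjusted p = 0.0473). Inflammatory response had 57 of 115 genes called, 42 of them higher (adjusted p = 0.359), and negative regulation of apoptotic process 127 of 276 (adjusted p = 0.591). Their unadjusted camera p, toward higher, was 5.30e-05 and 0.0176, or 0.0128 and 0.0395 with an estimated correlation. Protein autophosphorylation and the response to hydrogen peroxide did not pass camera. G protein-coupled receptor signaling had 63 of 228 called (27.6%), fewer than the background (adjusted p = 8.29e-06). The number of terms called more often than the background at an adjusted p under 0.05 in Fisher's exact test was 2. It was 8 with SAM, 14 with a minimum of 1.5-fold, 4 against a background of all genes, 5 without control F26 and 0 without control F4.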

When comparing the occluded MCAs to control MCAs, 91 GO terms within the biological process domain were overrepresented (the top findings are presented in Table 1). Examples of other overrepresented GO terms of interest than those presented in Table 1 include: ‘Regulation of epithelial cell migration’ (GO:0010632; annotation of 47 differentially expressed genes), ‘Regulation of neuron projection development’ (GO:0010975; annotation of 91 differentially expressed genes) and ‘Regulation of cytoskeleton organization’ (GO:0051493; annotation of 83 differentially expressed genes). Protein ANalysis THrough Evolutionary Relationships (PANTHER) and Reactome enrichment analyses were also carried out. The genes differentially expressed in the occluded MCAs in relation to control MCAs were overrepresented for 17 PANTHER protein classes, 9 PANTHER pathways and 9 Reactome pathways (Fig. 3a).

**Table 1:** Gene enrichment analysis for the occluded middle cerebral arteries (MCAs) from female rats. Overview of the top 15 overrepresented gene ontology (GO) biological process terms with the highest fold enrichment and top 15 overrepresented GO biological process terms with lowest *p*-value identified for the differentially expressed genes in the occluded MCAs compared with control MCAs

Category	Biological process, GO ID	***P***-value	FE^**a**^	Freq in Geneset	Freq in Genome
Protein synthesis and modification	rRNA processing, GO:0006364	7.20E-09	3.25	58	216
	Protein autophosphorylation, GO:0046777	1.23E-05	2.94	48	198
	Positive regulation of transcription by RNA polymerase II, GO:0045944	1.21E-08	1.77	186	1270
Oxidative stress	Response to hydrogen peroxide, GO:0042542	4.19E-06	3.25	44	164
	Cellular response to reactive oxygen species, GO:0034614	6.48E-04	2.88	39	164
	Cellular response to hypoxia, GO:0071456	1.69E-03	2.86	37	157
	Regulation of reactive oxygen species metabolic process, GO:2000377	2.54E-03	2.54	44	210
Inflammation	Cellular response to interleukin-1, GO:0071347	4.75E-04	3.22	34	128
	Cellular response to tumor necrosis factor, GO:0071356	4.10E-04	2.73	44	195
	Cellular response to lipopolysaccharide, GO:0071222	1.84E-05	2.72	53	236
	Inflammatory response, GO:0006954	2.12E-05	2.22	78	425
Molecular “switches”	Stress-activated protein kinase signaling cascade, GO:0031098	2.61E-03	3.16	31	119
	Response to cAMP, GO:0051591	1.68E-03	2.91	36	150
	Positive regulation of GTPase activity, GO:0043547	1.84E-06	2.49	70	341
	G protein-coupled receptor signaling pathway, GO:0007186	1.64E-21	0.32	55	2088
Tissue repair and recovery	Positive regulation of angiogenesis, GO:0045766	5.50E-04	2.81	42	181
	Positive regulation of cell migration, GO:0030335	8.91E-11	2.38	111	565
	Cellular response to growth factor stimulus, GO:0071363	7.66E-06	2.10	92	531
	Epithelium development, GO:0060429	1.83E-05	1.72	150	1058
Cell death	Intrinsic apoptotic signaling pathway, GO:0097193	3.91E-02	2.63	33	152
	Negative regulation of apoptotic process, GO:0043066	1.76E-05	1.78	137	934
Other	Cellular response to antibiotic, GO:0071236	1.04E-03	2.76	41	180
	Regulation of cellular response to stress, GO:0080135	2.47E-08	2.10	119	688
	Cellular response to organic cyclic compound, GO:0071407	1.21E-06	2.02	110	661
	Negative regulation of multicellular organismal process, GO:0051241	5.19E-12	1.88	204	1312

^a^FE, fold enrichment

**Fig. 3:**
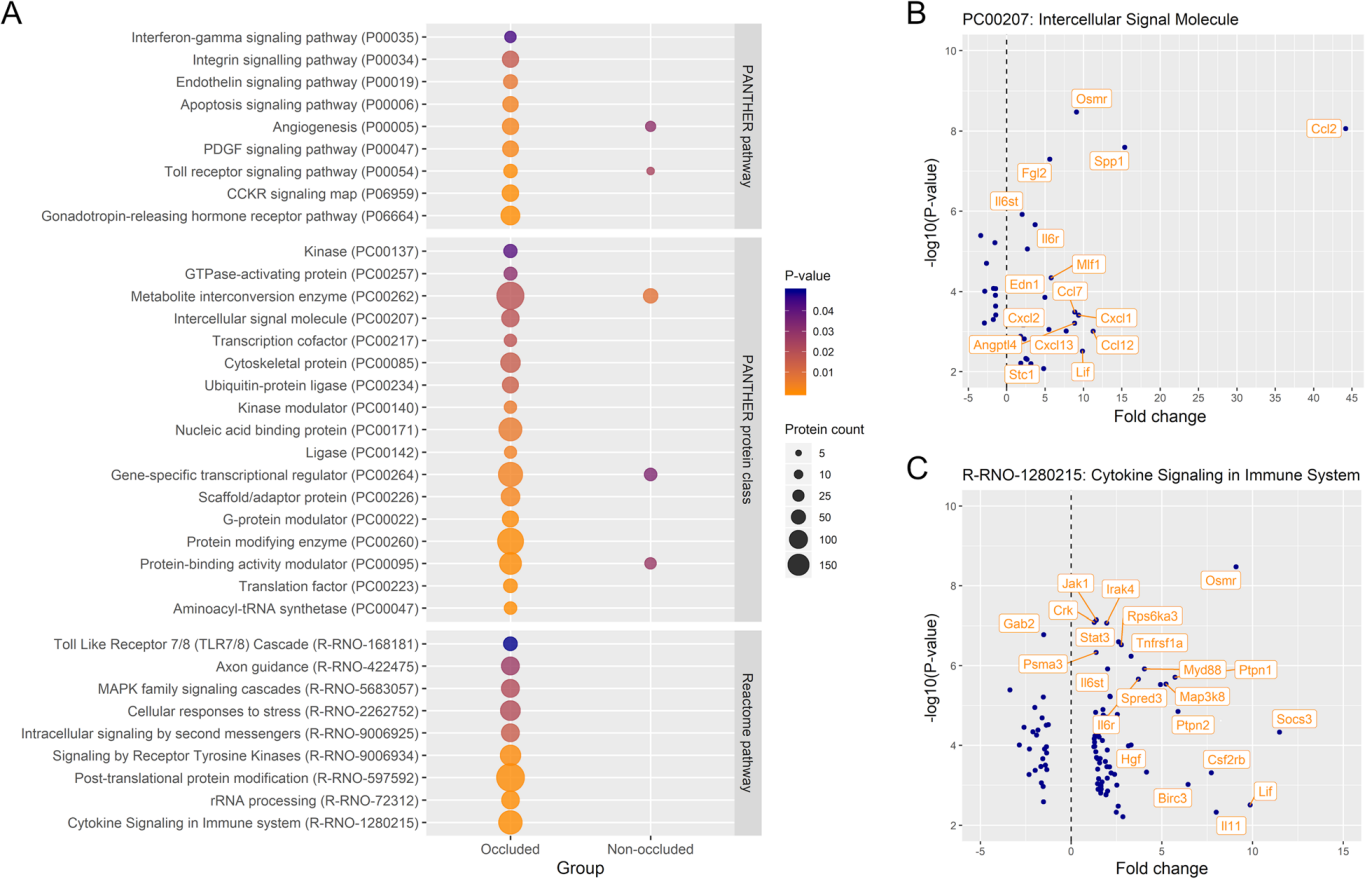
Overrepresented protein classes and pathways in the occluded middle cerebral artery (MCA) from female rats. **a**. Seventeen PANTHER protein classes and 18 PANTHER and Reactome pathways were overrepresented amongst the differentially expressed genes in the occluded MCAs from female rats compared with control MCAs. In the non-occluded MCAs, only 5 overrepresented pathways and protein classes were identified all of which were also identified for the occluded MCAs. **b**. Scatterplot illustrating the differentially expressed genes annotated to the overrepresented PANTHER protein class, intercellular signal molecule, with fold change on the x-axis and -log10(*p*-value) on the y-axis (highlighted if fold change ≥4 or -log10(*p*-value) ≥ 5.5). Chemokine (C-C motif) ligand 2 (*Ccl2*) had the highest fold change within this protein class. **c**. Scatterplot illustrating the differentially expressed genes annotated to the overrepresented Reactome pathway, cytokine signaling in immune system, with fold change on the x-axis and -log10(*p*-value) on the y-axis (highlighted if fold change ≥4 or -log10(*p*-value) ≥ 5.5). Suppressor of cytokine signaling 3 (*Socs3*) had the highest fold change and second lowest *p*-value within this pathway

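Genes of cell death and of the integrated stress response were mostly higher in the occluded MCAs. Of 33 measured genes of cell death and survival, 20 were higher than in control MCAs, 1 was lower and 12 did not pass the test (21 higher when adjusted over the list alone). The inflammatory caspase gene Casp4 rose by 2.49 (standard error 0.14), the TNF receptor gene Tnfrsf1a by 1.72 (standard error 0.091) and the kinase gene Ripk1 of necroptosis and NF-kappaB signaling by 1.41 (standard error 0.10). Of 22 genes of the integrated stress response and amino acid synthesis, 18 were higher and none was lower (19 when adjusted over the list alone). Asns, the asparagine synthetase induced by ATF4, rose by 3.00 (standard error 0.15), and Mthfd2, an enzyme of mitochondrial folate metabolism, by 2.72 (standard error 0.11). Of 21 immediate early genes, 15 were higher and 1 was lower (15 and 1 when adjusted over the list alone), among them the transcription factor Myc with 2.03 (standard error 0.11). Of 26 genes of oxidative stress and metallothioneins, 11 were higher and 3 were lower (11 and 3 when adjusted over the list alone). Txnrd1, a thioredoxin reductase, rose by 1.51 (standard error 0.073) and Sod2, the mitochondrial superoxide dismutase, by 2.15 (standard error 0.15). Of 27 hypoxia response genes, 13 were higher and 5 were lower (13 and 5 when adjusted over the list alone). Hk2, a hexokinase of glycolysis, rose by 1.95 (standard error 0.14), and Hif1a, the oxygen-regulated transcription factor, by 1.07 (standard error 0.10). In camera the adjusted p was 1.76e-06 for cell death, 1.8e-12 for the integrated stress response, 1.07e-05 for immediate early genes, 0.00417 for oxidative stress and 0.0206 for hypoxia. In the same order these lists had an adjusted p = 0.0264, 0.0127, 0.232, 0.281 and 0.171 with an estimated correlation. With SAM, 11 cell death genes were higher, 5 hypoxia genes were higher and 2 lower, and none of the oxidative stress genes was lower. With a minimum of 1.5-fold 13 cell death genes and 8 hypoxia genes were higher.

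**Figure D1:**
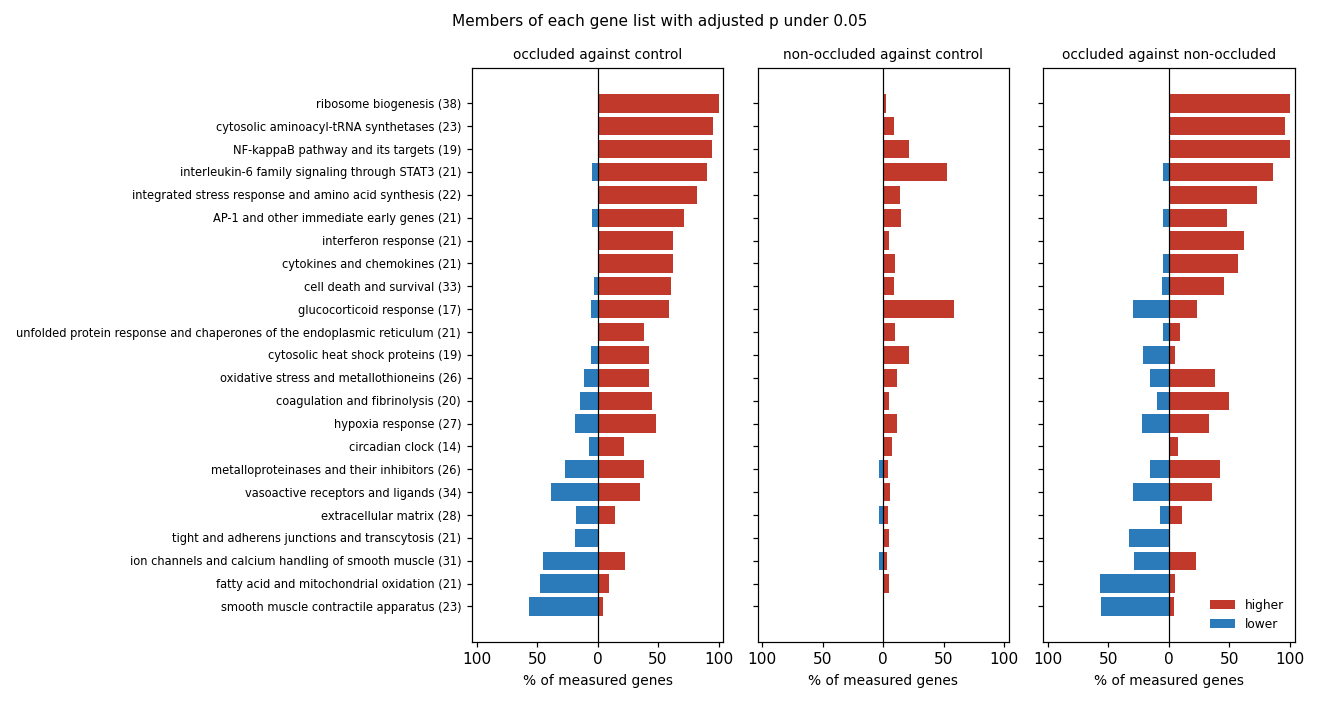
Share of the measured genes of each list (number in brackets) with an adjusted p under 0.05 from limma, in % of the list, drawn to the right for genes that were higher and to the left for genes that were lower, in the 3 comparisons. All 38 ribosome biogenesis genes were higher in occluded than in control MCAs, and 10 of 17 glucocorticoid response genes were higher in non-occluded than in control MCAs.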

Across analyses, an enrichment of genes related to apoptosis, regulation of transcription, protein autophosphorylation, inflammation, oxidative stress, and tissue repair and recovery could be seen (Table 1 and Figs. 3, 4 and 5). 

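Ccl2, the chemokine that attracts monocytes, had the highest fold change of all 13197 genes in the occluded MCAs. Its log2 fold change over control MCAs was 5.51 (standard error 0.27, adjusted p = 9.84e-11 from limma). Other chemokines followed it. Cxcl1, which attracts neutrophils, rose by 3.11 (standard error 0.23) and Ccl7, another monocyte attractant, by 3.04 (standard error 0.27). Csf1, the growth factor of macrophages, rose by 1.29 (standard error 0.090). Of 21 measured cytokines and chemokines, 13 were higher, none was lower and 8 did not pass the test (15 higher and 1 lower when adjusted over the list alone). Together they had a camera adjusted p of 1.76e-06, and 0.0264 with an estimated correlation. Il6 and Il1b are not analysed here. As lists, the markers of blood leukocytes did not pass camera in this comparison. Of 7 measured neutrophil markers, 4 were higher (4 when adjusted over the list alone), with S100a9, a calcium-binding protein of neutrophils, at 1.49 (standard error 0.27). Of 16 macrophage and microglia markers, 3 were higher and 3 lower (3 and 3 when adjusted over the list alone), with the endotoxin co-receptor gene Cd14 at 1.76 (standard error 0.19). Of 5 lymphocyte markers none was called (0 when adjusted over the list alone). The camera adjusted p was 0.0644 for neutrophil, 0.667 for macrophage and 0.893 for lymphocyte markers. With the dimmest 25% of probe sets left out, 8 cytokines and 2 neutrophil markers were higher, and SAM called 1 neutrophil marker. Without occluded F12, 5 macrophage markers were higher.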

Within the overrepresented PANTHER protein class ‘Intercellular signal molecule’ (PC00207), chemokine (C-C motif) ligand 2 (*Ccl2*) had the highest fold change (Fig. 3b). 

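Among genes that respond to interleukin-1, more were higher than lower in the occluded MCAs. Of 29 measured genes annotated to the cellular response to interleukin-1, 15 were higher and 4 were lower than in control MCAs. This is 65.5% of the term against 43.7% of all annotated genes, with an adjusted p of 0.105 in Fisher's exact test, and its camera p, not adjusted over the terms, was 8.78e-05, or 0.0268 with an estimated correlation. Of 32 genes annotated to the cellular response to tumor necrosis factor, 10 were higher and 3 were lower (40.6%, adjusted p = 0.886), with an unadjusted camera p of 0.029 and p = 0.0683 with an estimated correlation.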

*Ccl2* is also annotated to the overrepresented GO terms ‘Cellular response to interleukin-1’ (GO:0071347) and ‘Cellular response to tumor necrosis factor’ (GO:0071356) amongst other cytokines (Fig. 5). Within the overrepresented Reactome pathway ‘Cytokine signaling in immune system’ (R-RNO-1280215), suppressor of cytokine signaling 3 (*Socs3*) had the highest fold change (Fig. 3c). This was also the case amongst the kinase modulators (Table 2).

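Socs3, which is induced by STAT3 and blocks cytokine receptors in return, had a log2 fold change of 3.46 in the occluded over the control MCAs (standard error 0.18, adjusted p = 1.96e-10 from limma). Its signaling pathway rose with it. Of 21 measured genes of interleukin-6 family signaling through STAT3, 19 were higher, 1 was lower and 1 did not pass the test (19 and 1 when adjusted over the list alone). The tyrosine phosphatase genes Ptpn1 and Ptpn2, which restrain JAK kinases, rose by 2.50 (standard error 0.11) and 2.53 (standard error 0.13). Timp1, an inhibitor of metalloproteinases and a target of STAT3, rose by 2.21 (standard error 0.12). For the list camera gave an adjusted p of 9.71e-17, and 0.0264 with an estimated correlation. Several of its members, such as Socs3 and Ptpn2, are genes that the study chose on these arrays. Of 21 interferon response genes, 13 were higher and none was lower (13 when adjusted over the list alone), among them Ifitm3, which restricts virus entry, with 1.62 (standard error 0.11). Their camera adjusted p was 2.19e-06, and adjusted p = 0.277 with an estimated correlation.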

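The kinase modulators of Table 2 went both ways. Of the 13 genes, 9 were higher and 4 were lower in the occluded than in the control MCAs (9 and 4 when adjusted over the list alone). The study chose these genes on the same arrays, so the counts are not independent evidence. Cish and Socs2, suppressors of cytokine signaling like Socs3, rose by 1.17 (standard error 0.12) and 1.12 (standard error 0.18), and the cyclin gene Ccnl1 rose by 1.02 (standard error 0.12). The regulatory subunits of phosphoinositide kinase moved apart, with Pik3r1 at 0.98 (standard error 0.097) and Pik3r2 at -0.68 (standard error 0.079). Mob2, a binding partner of NDR kinases, fell by 1.34 (standard error 0.18).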

**Fig. 4:**
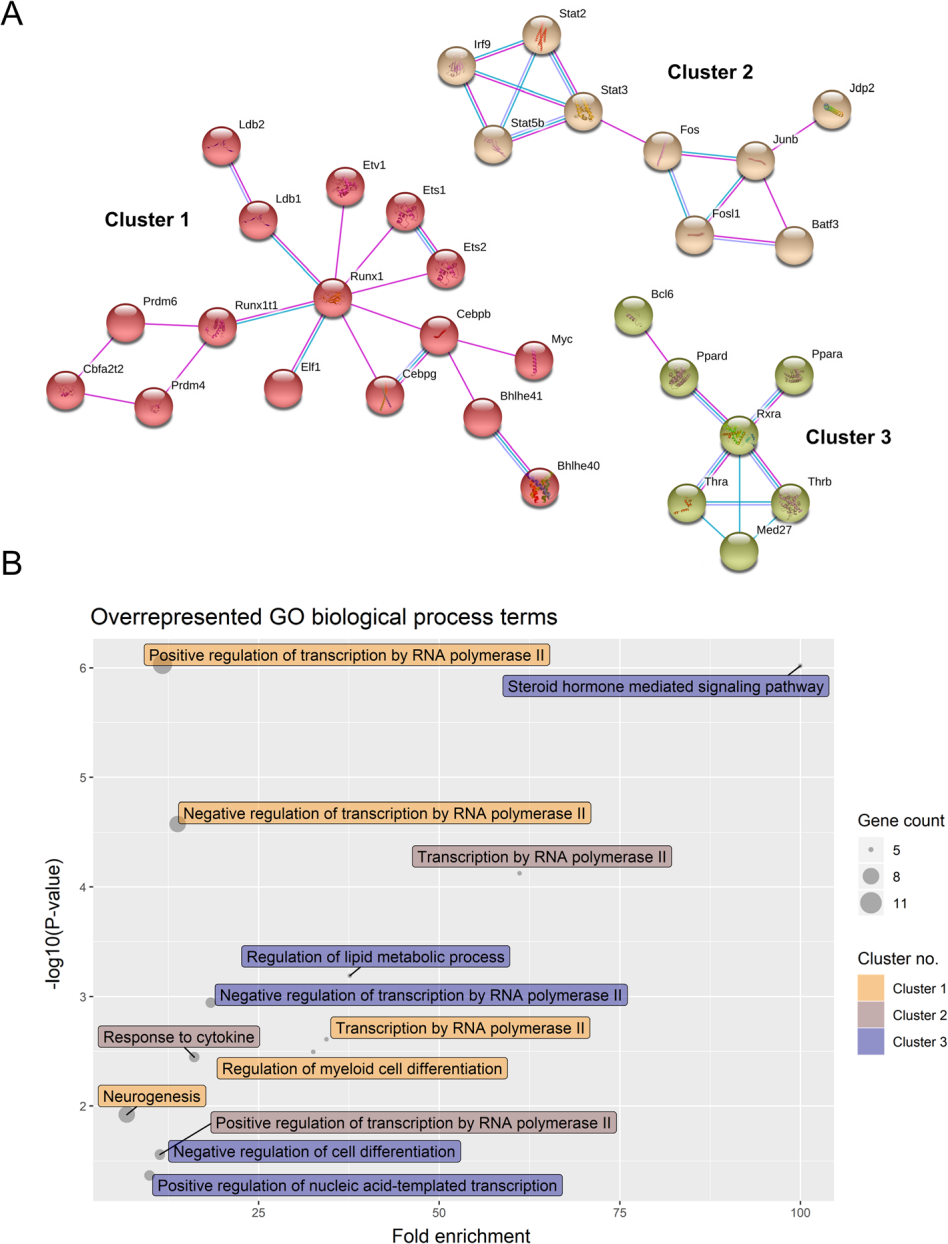
Transcriptional regulators as potential therapeutic targets in ischemic stroke treatment for female animals. **a**. Medium-confidence STRING network showing *Rattus norvegicus* protein-protein interactions of differentially expressed gene products annotated to the PANTHER protein class, gene-specific transcriptional regulator (108 annotated genes from the geneset), for the occluded middle cerebral artery experimental group. We identified 3 clusters formed by 16, 9 and 7 gene products. **b**. Five, 3 and 5 overrepresented GO biological process terms (cut-off: at least 5 annotated genes) were identified for cluster 1, 2 and 3 shown in **a**, respectively. The gene-specific transcriptional regulators were involved in biological processes such as neurogenesis, response to cytokine and regulation of cell differentiation

**Fig. 5:**
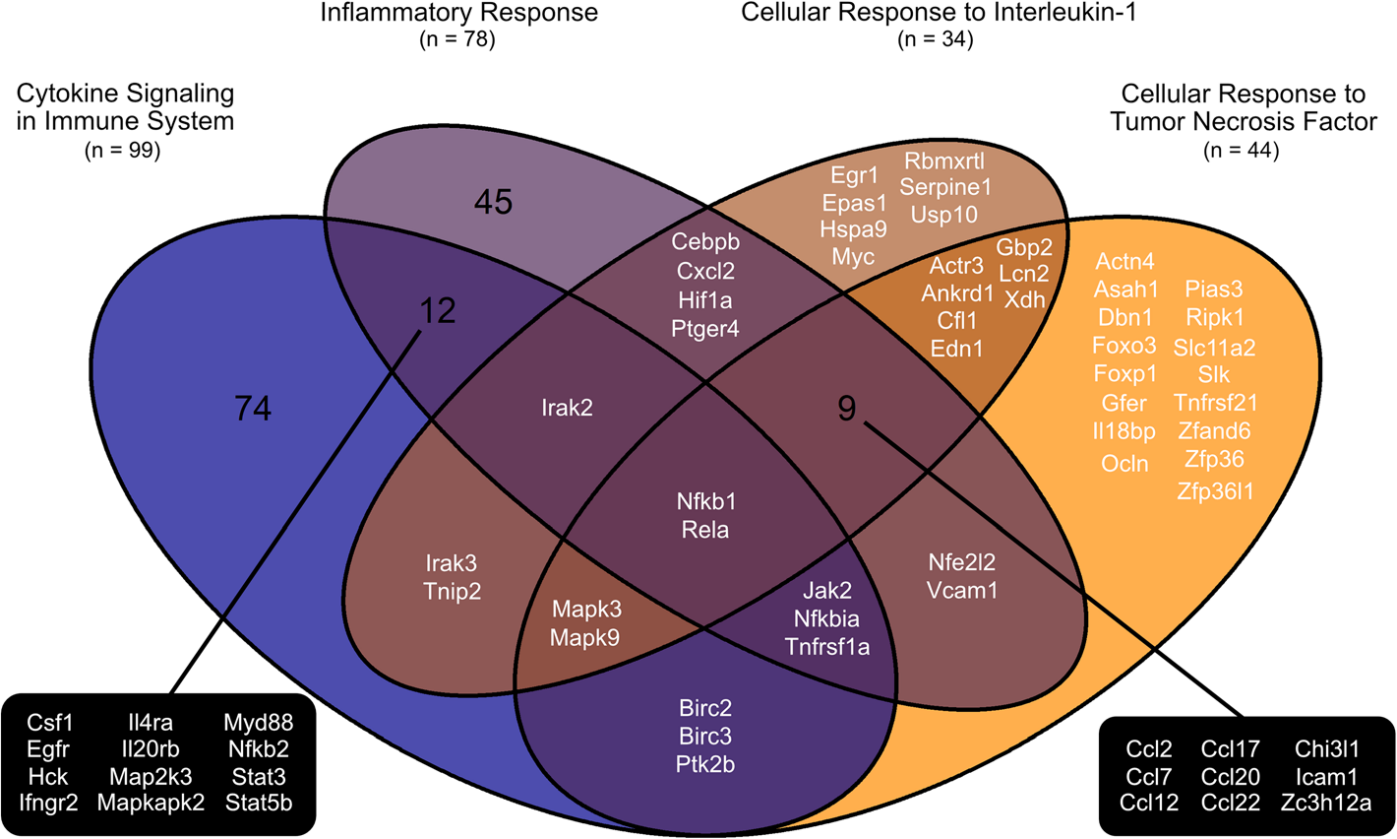
Inflammation as potential therapeutic targets in ischemic stroke treatment for female animals. Venn diagram visualizing differentially expressed genes in the occluded middle cerebral artery compared with control MCAs that overlaps between the overrepresented Reactome pathway, cytokine signaling in immune system (Fig. 3), and overrepresented GO biological process terms, inflammatory response, cellular response to interleukin-1 and cellular response to tumor necrosis factor (Table 1). Nuclear factor of kappa light polypeptide gene enhancer in B-cells 1 (*Nfkb1*) and nuclear factor kappaB subunit p65 (*Rela*) were annotated to each of them. Focusing solely on the GO biological process terms, this was also the case for intercellular adhesion molecule 1 (*Icam1*), zinc finger CCCH type containing 12A (*Zc3h12a*), chitinase-3-like protein 1 (*Chi3l1*) and several chemokines (e.g. C-C motif chemokine 2 (*Ccl2*)), in addition to *Nfkb1* and *Rela*

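Nfkb1 and Rela encode p50 (made from p105) and p65, the subunits of the classical NF-kappaB dimer. Nfkb1 rose by 0.69 on the log2 scale in the occluded MCAs (standard error 0.062, adjusted p = 1.12e-07 from limma) and Rela by 0.45 (standard error 0.051, adjusted p = 1.77e-06). In the non-occluded MCAs their log2 fold changes were -0.01 (adjusted p = 0.97) and 0.01 (adjusted p = 0.959). Of 19 measured genes of the NF-kappaB pathway and its targets, 18 were higher in the occluded MCAs, none was lower and 1 did not pass the test (19 higher when adjusted over the list alone). The kinase gene Map3k8, which links NF-kappaB to the ERK pathway, rose by 2.37 (standard error 0.099), the adhesion molecule gene Icam1 by 2.07 (standard error 0.099) and Birc2, an inhibitor of apoptosis, by 1.41 (standard error 0.10). Nfkbia, which encodes the inhibitor that is resynthesised after activation, rose by 0.98 (standard error 0.14). Over the list the camera adjusted p was 1.11e-15, and 0.0456 with an estimated correlation. Several members, such as Nfkb1, Rela and Icam1, are genes that the study names from these arrays, so the list is not fully independent evidence. Rela did not reach a minimum of 1.5-fold.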

**Table 2:** Gene-specific transcriptional regulators and kinase modulators in the occluded middle cerebral arteries (MCAs) from female rats. Overview of the differentially expressed genes, annotated to a subontology of the overrepresented gene-specific transcriptional regulator (PC00264) and kinase modulator (PC00140) PANTHER protein classes, in the occluded MCAs compared with control MCAs

Gene symbol	Gene description	***P***-value	Fold change
**PC00056: Basic Leucine Zipper Transcription Factor**			
*Fosl1*	Fos-like antigen 1	0.002	7.55
*JunB*	Jun B proto-oncogene	1.17E-07	4.56
*Fos*	FBJ osteosarcoma oncogene	0.006	2.85
*Maff*	V-maf musculoaponeurotic fibrosarcoma oncogene homolog F	6.65E-05	2.38
*Cebpb*	CCAAT/enhancer binding protein (C/EBP), beta	8.87E-05	2.08
*Mafk*	V-maf musculoaponeurotic fibrosarcoma oncogene homolog K	3.20E-05	1.79
*Cebpg*	CCAAT/enhancer binding protein (C/EBP), gamma	4.94E-05	1.71
*Nfe2l2*	Nuclear factor, erythroid derived 2, like 2	5.92E-05	1.55
*Jdp2*	Jun dimerization protein 2	1.26E-04	1.37
*Batf3*	Basic leucine zipper transcription factor, ATF-like 3	2.04E-04	1.31
**PC00140: Kinase Modulator**			
*Socs3*	Suppressor of cytokine signaling 3	4.68E-05	11.48
*Cish*	Cytokine inducible SH2-containing protein	6.03E-06	2.23
*Socs2*	Suppressor of cytokine signaling 2	0.002	2.22
*Ccnl1*	Cyclin L1	5.06E-04	2.05
*Pik3r1*	Phosphoinositide-3-kinase, regulatory subunit 1 (alpha)	1.97E-05	1.98
*Mob3a*	MOB kinase activator 3A	3.38E-04	1.91
*Ccnh*	Cyclin H	1.11E-04	1.50
*Pkig*	Protein kinase inhibitor, gamma	2.64E-04	1.45
*Socs5*	Suppressor of cytokine signaling 5	1.49E-05	1.35
*Prkag1*	Protein kinase, AMP-activated, gamma 1 non-catalytic subunit	1.05E-04	−1.28
*Phka1*	Phosphorylase kinase, alpha 1	8.80E-04	−1.52
*Pik3r2*	Phosphoinositide-3-kinase, regulatory subunit 2 (beta)	2.05E-05	−1.60
*Mob2*	MOB kinase activator 2	7.56E-04	−2.48

#### Occluded and non-occluded MCAs compared with control arteries

The number of differentially expressed genes after experimental stroke was considerable higher in the occluded MCAs (1955 differentially expressed genes) than in the non-occluded MCAs where only 203 differentially expressed genes were identified (Fig. 1). 

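The occluded MCAs differed from control MCAs in 5557 genes and the non-occluded MCAs in 516. Ribosome biogenesis and NF-kappaB genes show the same contrast. The comparison of the 2 arteries called all 38 genes of ribosome biogenesis higher in the occluded MCAs, among them the ribonucleoprotein gene Nop58 with 1.08 (standard error 0.075). Of the same 38 genes, 1 was higher in the non-occluded than in the control MCAs (5 when adjusted over the list alone). All 19 NF-kappaB genes were higher in the occluded than in the non-occluded MCAs, with 1.79 (standard error 0.099) for the kinase gene Map3k8 upstream of ERK, and 4 were higher in the non-occluded than in the control MCAs (5 when adjusted over the list alone). Their camera adjusted p in the comparison of the arteries was 2.97e-28 for ribosome biogenesis and 6.77e-17 for NF-kappaB, and 0.0351 and 0.0372 with an estimated correlation. Several of the NF-kappaB genes are ones that the study names from these arrays. Of the 516 genes called in the non-occluded MCAs, 298 also differed between the 2 arteries. The median size of the log2 fold change of called genes was 0.44 in the occluded and 0.42 in the non-occluded MCAs. These medians cover only genes that passed the threshold, so they do not compare the size of the changes between the arteries. At least 2-fold changes were called for 431 higher and 198 lower genes in the occluded MCAs. In the non-occluded MCAs they were called for 34 and 2. At an unadjusted p under 0.05, 6462 and 2525 genes differed. With SAM 2 of the NF-kappaB genes and none of the ribosome biogenesis genes were higher in the non-occluded MCAs, and centring each array on its median gave 5 genes of ribosome biogenesis there.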

To reveal if the biological processes activated in the occluded MCAs are similar to those activated in the non-occluded MCAs, we looked for overlapping overrepresented GO terms. When using the predefined selection criteria, no overlap was observed. When no predefined selection criteria were applied, overlap was observed between the two experimental groups. A selection of overlapping overrepresented GO terms can be found in Table 3 (relaxed criteria). In addition to the GO enrichment analysis, 2 PANTHER pathways (‘Angiogenesis’ (P00005) and ‘Toll receptor signaling pathway’ (P00054)) and 3 PANTHER protein classes (‘Protein-binding activity modulator’ (PC00095), ‘Metabolite interconversion enzyme’ (PC00262) and ‘Gene-specific transcriptional regulator’ (PC00264)) were overrepresented in the list of differentially expressed genes for both the occluded and non-occluded MCAs when compared with control MCAs (Fig. 3a).

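Genes that respond to cytokines were among those that changed in the non-occluded MCAs. Of 66 measured genes annotated to the response to cytokine, 10 were called there, 9 higher and 1 lower, which is 15.2% of the term against 4.44% of all 9016 annotated genes (adjusted p = 0.0048 in Fisher's exact test over the terms of Table 3). Of 105 genes of the response to stress, 11 were called, 9 of them higher (adjusted p = 0.0268), and of 20 genes of tissue development, 4 were called, 2 higher and 2 lower (adjusted p = 0.028). In camera with an estimated correlation, the unadjusted p there was p = 0.0729 for the response to cytokine, p = 0.0625 for the response to stress and p = 0.996 for tissue development. In the occluded MCAs, 36 of the 66 cytokine response genes were called, 23 higher and 13 lower. This is 54.5% against 43.7% of all annotated genes (adjusted p = 0.364 in Fisher's exact test). Its unadjusted camera p there, toward higher, was 0.0039, or 0.0459 with an estimated correlation. In the occluded MCAs the response to stress had 44 of 105 genes called (adjusted p = 0.876) and tissue development 6 of 20 (adjusted p = 0.526). Their unadjusted camera p with an estimated correlation was p = 0.117 and p = 0.458. The paper looks for overlapping terms to ask whether the processes activated in both arteries are similar. It states that no terms overlap under its predefined criteria and that terms overlap without them.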

**Table 3:** Gene enrichment analysis for the occluded and non-occluded middle cerebral arteries (MCAs) from female rats. Selected overlapping overrepresented biological process gene ontology (GO) terms identified for both the occluded and non-occluded MCAs when compared with control MCAs

Biological process, GO ID	Occluded MCAs			Non-occluded MCAs		
	Freq in Geneset	FE^a^	***P***-value	Freq in Geneset	FE^a^	***P***-value
Response to oxygen-containing compound, GO:1901700	315	1.9	5.06E-22	49	2.8	4.39E-07
Regulation of cell communication, GO:0010646	455	1.7	1.52E-21	61	2.1	1.61E-04
Response to stress, GO:0006950	445	1.7	3.11E-21	63	2.2	7.74E-06
Regulation of gene expression, GO:0010468	507	1.6	3.98E-20	64	1.8	4.13E-03
Response to cytokine, GO:0034097	171	2.3	5.38E-17	24	3.0	0.02
Response to lipid, GO:0033993	193	1.9	2.37E-12	35	3.3	7.56E-06
Regulation of transcription by RNA polymerase II, GO:0006357	281	1.7	4.94E-12	44	2.5	2.78E-04
Regulation of transcription, DNA-templated, GO:0006355	374	1.5	4.92E-11	56	2.1	4.04E-04
Tissue development, GO:0009888	245	1.7	1.25E-10	40	2.6	2.61E-04
Positive regulation of intracellular signal transduction, GO:1902533	153	1.9	3.26E-08	25	2.9	0.03
Transmembrane receptor protein tyrosine kinase signaling pathway, GO:0007169	69	2.4	9.91E-06	14	4.5	0.04

^a^FE: Fold enrichment

Focusing on the gene-specific transcriptional regulators, 108 and 15 differentially expressed genes in the occluded and non-occluded MCAs were annotated to this GO term, respectively. Of these, twelve differentially expressed genes were found for both experimental groups (e.g. PR domain zinc finger protein 4 (*Prdm4*), Runt-related transcription factor 1 (*Runx1*) and signal transducer and activator of transcription 3 (*Stat3*)). 

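Stat3, the transcription factor of interleukin-6 type cytokines, rose by 1.39 on the log2 scale in the occluded (standard error 0.084) and by 0.55 (standard error 0.080, adjusted p = 9.89e-04 from limma) in the non-occluded MCAs. Runx1, best known from blood cell development, rose by 2.18 (standard error 0.13) and by 0.80 (standard error 0.12, adjusted p = 0.00113). Prdm4, a zinc finger gene, rose by 1.04 (standard error 0.076) and by 0.30 (standard error 0.072, adjusted p = 0.0265). Of 21 measured genes of interleukin-6 family signaling through STAT3, 11 were higher in the non-occluded than in the control MCAs, none was lower and 10 did not pass the test (14 higher when adjusted over the list alone). Osmr was among them with 1.27 (standard error 0.12), and like several other members it is a gene that the study chose on these arrays. In the non-occluded MCAs the list had a camera adjusted p of 5.31e-16, and adjusted p = 0.0511 with an estimated correlation. The neutrophil markers passed the same test there at an adjusted p of 0.0154, and had adjusted p = 0.141 with an estimated correlation. At an adjusted p under 0.01 5 genes of the list were higher, and with a minimum of 1.5-fold 6 were higher and the increases of Stat3 and Prdm4 in the non-occluded MCAs were not called. The adjusted p of Prdm4 there was 0.0539 without control F26, and 0.0502, 0.0681 and 0.0548 without non-occluded F12, F15 and F19.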

Focusing on the occluded MCAs, 94 of the gene-specific transcriptional regulators were DNA-binding transcription factors (PC00218). Ten of those can more specifically be categorized as basic leucine zipper transcription factors (PC00056, Table 2). 

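All 10 basic leucine zipper genes of Table 2 were higher in the occluded than in the control MCAs (10 when adjusted over the list alone). The study chose them on the same arrays, so this is not independent evidence. Fosl1 and Junb, members of the AP-1 family, rose by 2.77 (standard error 0.25) and 2.19 (standard error 0.20) on the log2 scale. Fos, the prototype of the family, rose by 1.42 (standard error 0.41, adjusted p = 0.0102 from limma). Maff and Mafk, small Maf proteins that pair with other leucine zipper factors, rose by 1.25 (standard error 0.14) and 0.84 (standard error 0.099). Cebpb, a factor of acute phase genes, rose by 1.05 (standard error 0.11), and Nfe2l2, which controls antioxidant genes, by 0.64 (standard error 0.084). In the comparison of the occluded with the non-occluded MCAs 9 of the 10 were higher, and Fos had an adjusted p = 0.198.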

For the 108 gene-specific transcriptional regulators, we identified 3 protein-protein interaction clusters formed by 32 of these regulators (e.g. *Runx1*, Fos-like antigen 1 (*Fosl1*) and Jun B proto-oncogene (*JunB*); Fig. 4a). For each cluster, we identified overrepresented GO terms within the biological process domain. The regulators forming cluster 2 (*Fosl1* and *JunB* is a part of this cluster) are involved in transcription and cytokine response (Fig. 4b).

### qPCR for validation of target genes for both sexes

To validate the results from the microarray, eight high-expression genes of interest were chosen for quantitative real-time polymerase chain reaction (qPCR) analysis in MCAs from both female and male rats (a new set of animals were operated on in both sexes, 5 stroke females and 6 stroke males were included in the analysis as well 6 controls of each sex). 

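Of the target genes of the qPCR, 7 lie on 6 chromosomes in the deposited annotation, whose genome build is not given in the sources used here. Ccl2 lies on chromosome 10 from 70256263 to 70258061 and Socs3 on the same chromosome from 107958468 to 107959330. Adamts4 lies on chromosome 13 from 87142442 to 87151783, Fosl1 on chromosome 1 from 208090612 to 208099118 and Junb on chromosome 19 from 24831536 to 24833320. Olr1, the receptor of oxidized low-density lipoprotein, lies on chromosome 4 from 166747228 to 166769340. It had a log2 fold change of 1.85 in the occluded over the control MCAs (standard error 0.35, adjusted p = 3.52e-04 from limma). S1pr3, a sphingosine-1-phosphate receptor of vascular cells, lies on chromosome 17 from 19659967 to 19661106 and rose by 1.85 (standard error 0.21, adjusted p = 1.50e-06).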

The expression of the target genes in the occluded MCAs, non-occluded MCAs and control MCAs from the microarray analysis can be found in Fig. 2 and Fig. 6a. To get an increased understanding of what biological processes the target genes are involved in, we categorized them into preselected GO terms. The target genes are all involved in response to stress. Other GO terms of interest include cell communication, defense response and response to cytokine (Fig. 6b).

**Fig. 6:**
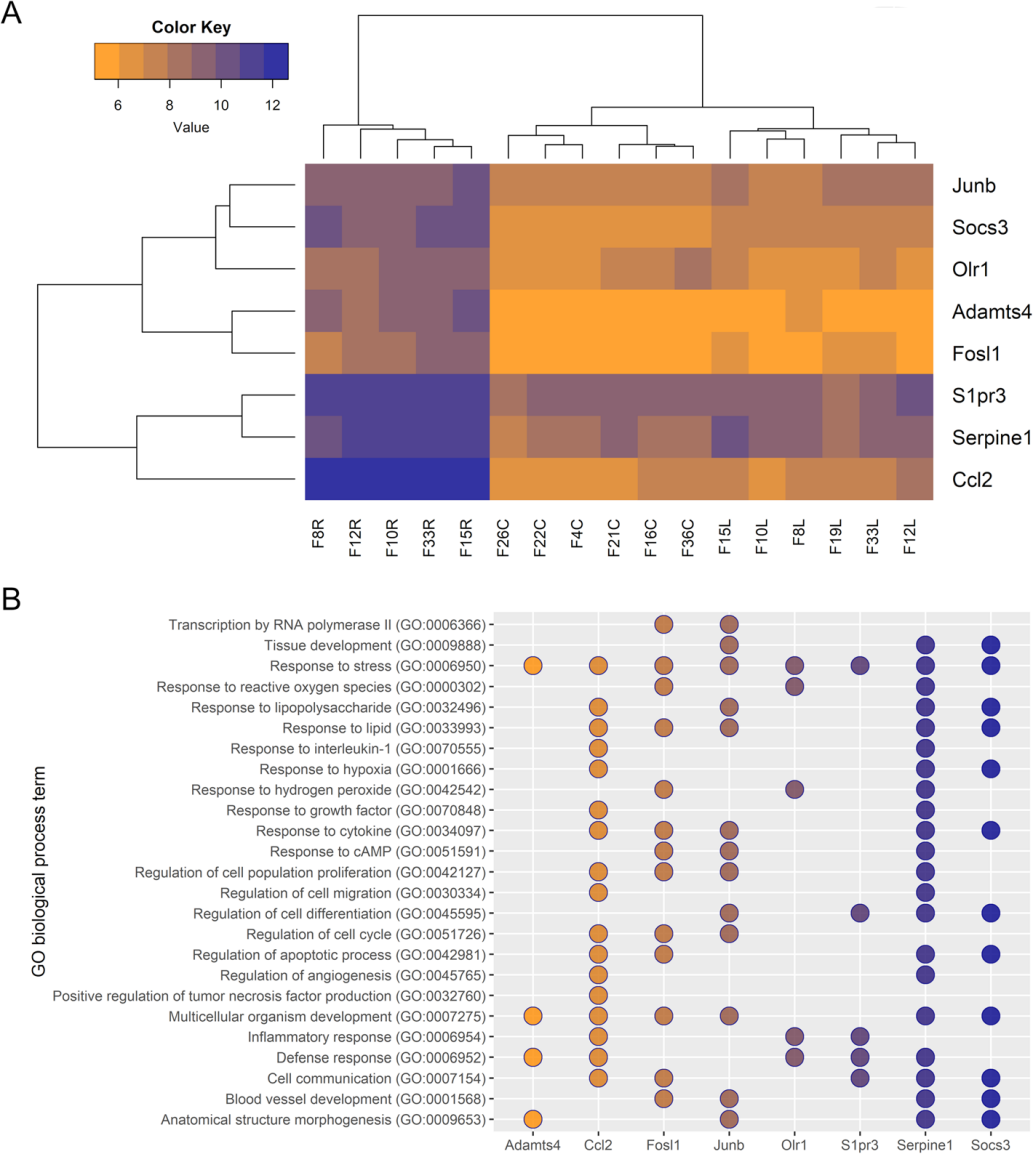
Further analysis of the upregulated gene targets in the female rat middle cerebral arteries (MCAs). **a**. Heatmap and dendrograms illustrating hierarchical clustering of the expression of the gene targets for the experimental groups, occluded MCAs (R), non-occluded MCAs (L) and control MCAs (C), based on outcomes from the Affymetrix whole-transcriptome expression profiling (microarray analysis). The highest gene expression of ADAM metallopeptidase with thrombospondin type 1 motif 4 (*Adamts4*), C-C motif chemokine 2 (*Ccl2*), Fos-like antigen 1 (*Fosl1*), Jun B proto-oncogene (*JunB*), oxidized low density lipoprotein receptor 1 (*Olr1*), sphingosine-1-phosphate receptor 3 (*S1pr3*), serpin peptidase inhibitor, clade E member 1 (*Serpine1*) and suppressor of cytokine signaling 3 (*Socs3*) were observed for the occluded MCAs. **b**. Dot plot showing categorization of the gene targets, *Adamts4*, *Ccl2*, *Fosl1*, *JunB*, *Olr1*, *S1pr3*, *Serpine1* and *Socs3*, into selected GO terms within the biological process domain. All gene targets were annotated to response to stress

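In each of 7 target genes every occluded MCA had a higher value than every control MCA and every non-occluded MCA. The study chose them on these arrays, so this is not independent evidence. The exact two-sided permutation test gave p = 0.00433 for each gene against the control MCAs, which follows from the lack of overlap and is the smallest p that 5 against 6 arrays allow. Against the non-occluded MCAs, swapping the arteries within the 5 rats that gave both allows no p under 0.0625, the exact p of each gene. Ccl2 had a log2 value of 12.37 ± 0.32 (SD, n = 5) in the occluded, 7.40 ± 0.60 (SD, n = 6) in the non-occluded and 6.85 ± 0.51 (SD, n = 6) in the control MCAs. In the same order, Adamts4 had 9.41 ± 0.59, 5.71 ± 0.27 and 5.42 ± 0.28. Fosl1 had 8.46 ± 0.83, 6.01 ± 0.14 and 5.69 ± 0.15, Junb 9.58 ± 0.23, 8.19 ± 0.50 and 7.39 ± 0.25, and Socs3 9.90 ± 0.49, 7.31 ± 0.31 and 6.44 ± 0.14. Olr1 had 8.91 ± 0.66, 6.92 ± 0.52 and 7.06 ± 0.73, and S1pr3 11.00 ± 0.18, 9.47 ± 0.46 and 9.15 ± 0.40. In the non-occluded MCAs, Socs3 was higher in all 6 arrays than in all 6 controls, with a log2 fold change of 0.87 (standard error 0.17, adjusted p = 0.0102 from limma, exact permutation p = 0.00216). Junb had 0.80 (standard error 0.19, adjusted p = 0.0232). Fosl1 had 0.32 (standard error 0.24) with an adjusted p = 0.512 over all genes and 0.0173 over the 8 targets in the exact permutation test. Adamts4, Ccl2, S1pr3 and Olr1 had adjusted p-values of 0.156, 0.188, 0.287 and 0.708 over the 8 targets in that exact test. Without non-occluded F15 the adjusted p of Junb was 0.0589, and SAM did not call Junb in the non-occluded MCAs.

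**Figure D2:**
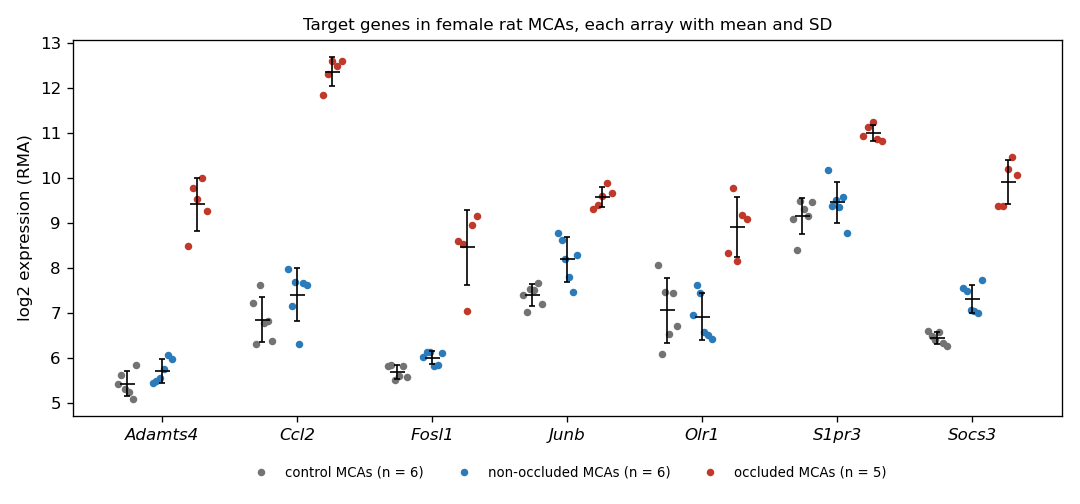
Log2 expression (RMA) of 7 target genes in each control (n = 6), non-occluded (n = 6) and occluded (n = 5) MCA, with 1 point per array and bars for the mean and SD of each group. The occluded MCAs lie above all others for every gene, as for Ccl2 with means of 12.37, 7.40 and 6.85.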

For qPCR, glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) and actin B (*ActB*) were used as reference genes; an equal stable high expression was confirmed throughout the groups (data not shown). All of the 8 analyzed genes (*Ccl2*, oxidized low-density lipoprotein receptor 1 (*Olr1*), a disintegrin and metalloproteinase with thrombospondin type 1 motif, 4 (*Adamts4*), serine protease inhibitor, clade E, member 1 (*Serpine1*), sphingosine 1 phosphate receptor 3 (*S1pr3*), *Socs3*, *JunB* and *Fosl1*) were significantly upregulated in the occluded MCAs compared with control MCAs (Figs. 7 and 8). In addition, *Ccl2, Socs3*, *Fosl1*, *JunB* and *Serpine1* were also upregulated in the non-occluded MCAs as compared to control MCAs. Sex did not have a significant effect on the expression of any of the 8 analyzed genes (*p* = 0.11–0.87, Figs. 7 and 8).

**Fig. 7:**
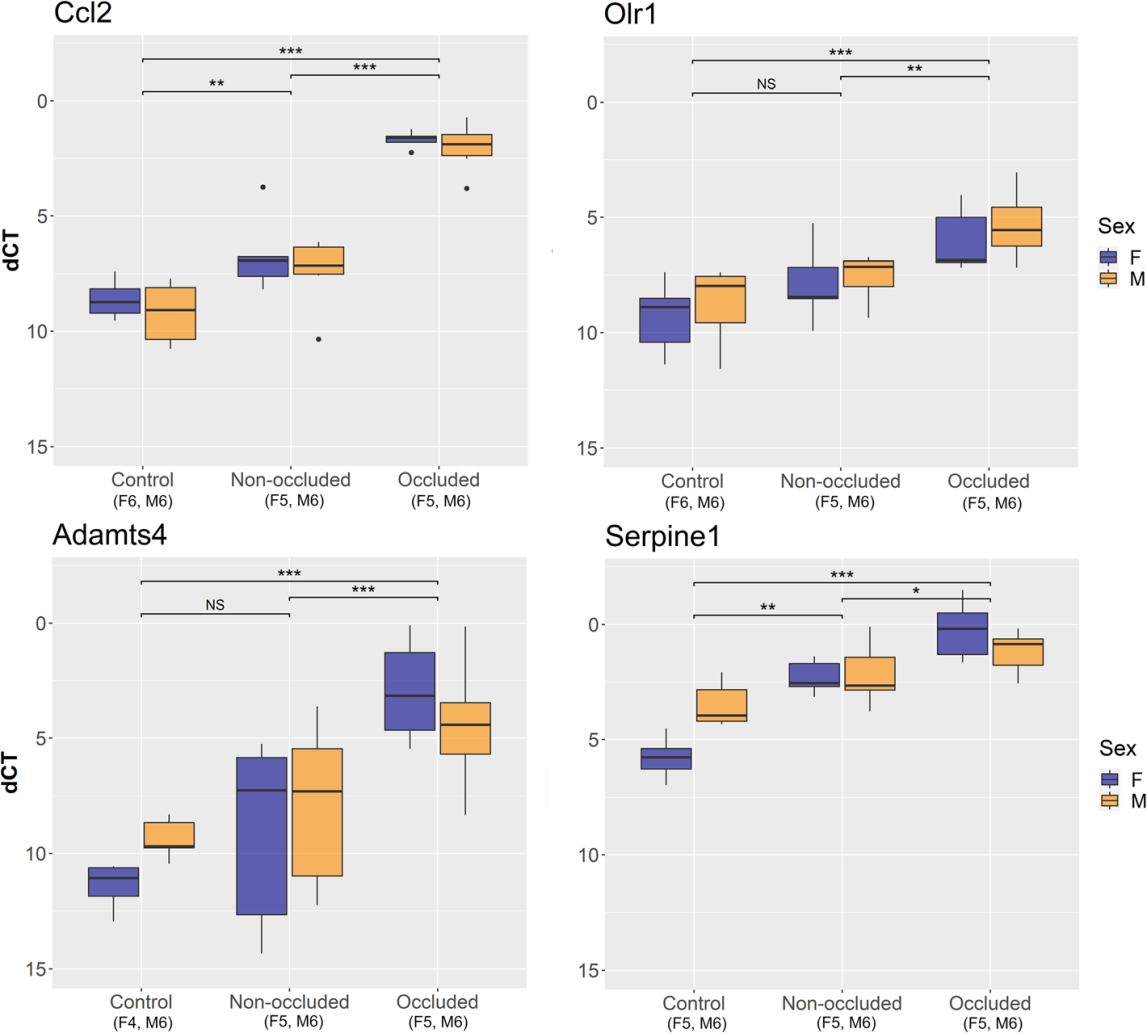
Validation of gene targets in male and female middle cerebral arteries (MCAs) after tMCAO. Differential gene expression of the selected upregulated gene targets was validated by qPCR. When comparing delta cycle threshold (dCT) values between the (non-operated) control MCAs, and the non-occluded and occluded MCAs after tMCAO [transient middle cerebral artery occlusion], significant elevations were seen in both sexes for C-C motif chemokine 2 (*Ccl2*), oxidized low-density lipoprotein receptor 1 (*Olr1*), a disintegrin and metalloproteinase with thrombospondin type 1 motif, 4 (*Adamts4*), and serine protease inhibitor, clade E, member 1 (*Serpine1*, one outlier excluded for this gene dataset). Sex did not significantly affect the outcome for any of the genes being validated (*p* = 0.22–0.52) therefore, only the fixed effect 'experimental group' was fitted into the model (*p* < 0.01). First, we compared the occluded and non-occluded MCAs to the reference ‘control MCAs’, and second, we compared the occluded MCAs to the reference ‘non-occluded MCAs’. Information within parentheses shows number of samples for the sex (F/M) and group in question. Statistical tests were performed (see methods): * indicates *p* < 0.05, ** indicates p < 0.01, *** indicates *p* < 0.001 and NS indicates non-significance (*p* > 0.05). *Abbreviations: F, female; M, Male*

**Fig. 8:**
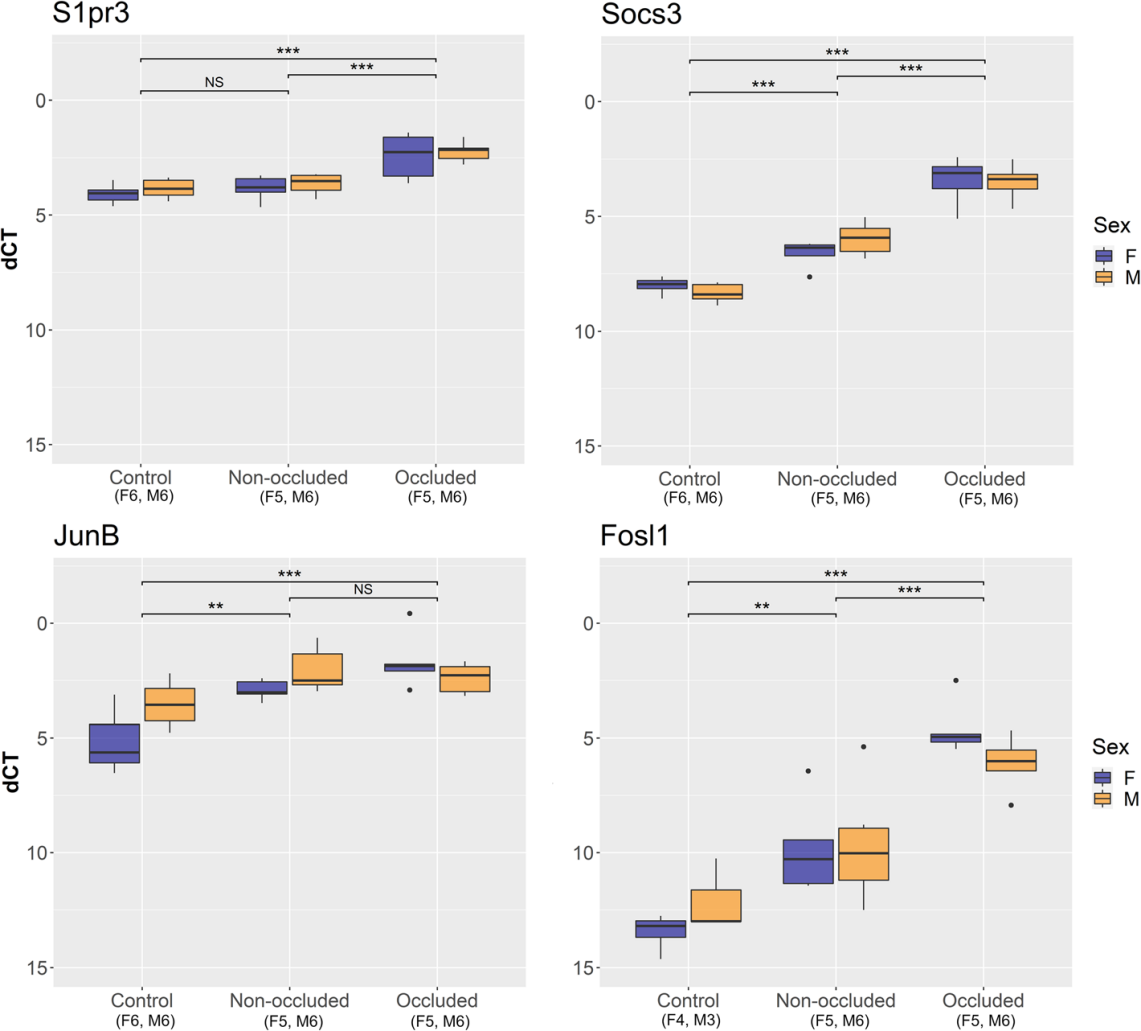
Validation of gene targets in male and female middle cerebral arteries (MCAs) after tMCAO (continued). Differential gene expression of the selected upregulated gene targets was validated by qPCR. When comparing delta cycle threshold (dCT) values between the (non-operated) control MCAs, and the non-occluded and occluded MCAs after tMCAO [transient middle cerebral artery occlusion], significant elevations were seen in both sexes for sphingosine 1 phosphate receptor 3 (*S1pr3*), suppressor of cytokine signaling 3 (*Socs3*), Jun B proto-oncogene (*JunB*), and Fos-like antigen 1 (*Fosl1*). Sex did not significantly affect the outcome for any of the genes being validated (*p* = 0.11–0.87) therefore, only the fixed effect 'experimental group' was fitted into the model (*p* < 0.01). First, we compared the occluded and non-occluded MCAs to the reference ‘control MCAs’, and second, we compared the occluded MCAs to the reference ‘non-occluded MCAs’. Information within parentheses shows number of samples for the sex (F/M) and group in question. Statistical tests were performed (see methods): * indicates *p* < 0.05, ** indicates *p* < 0.01, *** indicates *p* < 0.001 and NS indicates non-significance (*p* > 0.05). *Abbreviations: F, female; M, Male*

### Cross-analysis to reveal sex similarities

The comparison with findings presented by Grell et al. [20] revealed overlap between the differential expressed genes identified in the occluded versus non-occluded MCAs from Wistar Kyoto (WKY) male rats, the occluded MCAs versus control MCAs from Wistar female rats and the non-occluded MCAs versus control MCAs from Wistar female rats. 

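Most genes of the male list also differed in the occluded MCAs of female rats. The list of the male study holds 457 genes, of which 436 were tested here. Of these, 381 (87.4%) were called in the occluded MCAs of females, 250 higher and 131 lower, where 184 would be expected by chance (one-sided Fisher's exact test, p = 4.73e-89). In the non-occluded MCAs, 52 (11.9%) were called, 41 higher and 11 lower, where 17 would be expected (p = 5.08e-13 in the same exact test). The male list compares occluded with non-occluded MCAs, and 371 (85.1%) of its genes differed in that comparison in females, where 143 would be expected (Fisher's exact p = 9.30e-117). Among the genes on it are Plxdc2, an endothelial surface protein, with a log2 fold change of -0.97 (standard error 0.077) in the occluded over the control MCAs, and the membrane protein gene Tmem51 with -1.49 (standard error 0.087). Genes that move together are not independent, so these Fisher p-values overstate the evidence and do not measure the spread between rats. The directions given are those in females and were not compared with those in males. The male arrays themselves were not analysed here.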

Thirty-two genes were differentially expressed in each of the experimental groups (Fig. 9). 

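In the female arrays, 50 genes of the male list were called in both the occluded and the non-occluded MCAs against control MCAs, and 48 of them went in the same direction in both. Among the 50 was Nampt, an enzyme of NAD synthesis that is also secreted, with 0.91 (standard error 0.079) in the non-occluded MCAs. With SAM 29 genes were shared, with a minimum of 1.5-fold 25, and without non-occluded F15 30.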

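Of the 32 genes of Table 4, 24 were higher and 8 were lower in the occluded than in the control MCAs, and 24 were higher and 7 were lower in the non-occluded MCAs (24 and 8 in both when adjusted over the list alone). The study chose them because they changed on these arrays, so the counts are not independent evidence. The metallothionein gene Mt2A rose by 3.79 (standard error 0.16) in the occluded MCAs. Cd200, a surface protein that restrains myeloid cells, rose by 0.90 (standard error 0.10) in the non-occluded MCAs. Bri3, which encodes a membrane protein, fell by 1.37 (standard error 0.097) in the occluded MCAs. Acsl1, which activates long-chain fatty acids, fell by 1.30 (standard error 0.15) in the occluded MCAs. In the non-occluded MCAs its log2 fold change was -0.49 (standard error 0.14, adjusted p = 0.0621 from limma). At an adjusted p under 0.01, 15 of the 32 were higher and 4 lower in the non-occluded MCAs, and with a minimum of 1.5-fold none was lower there.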

An overview of those genes is presented in Table 4.

**Fig. 9:**
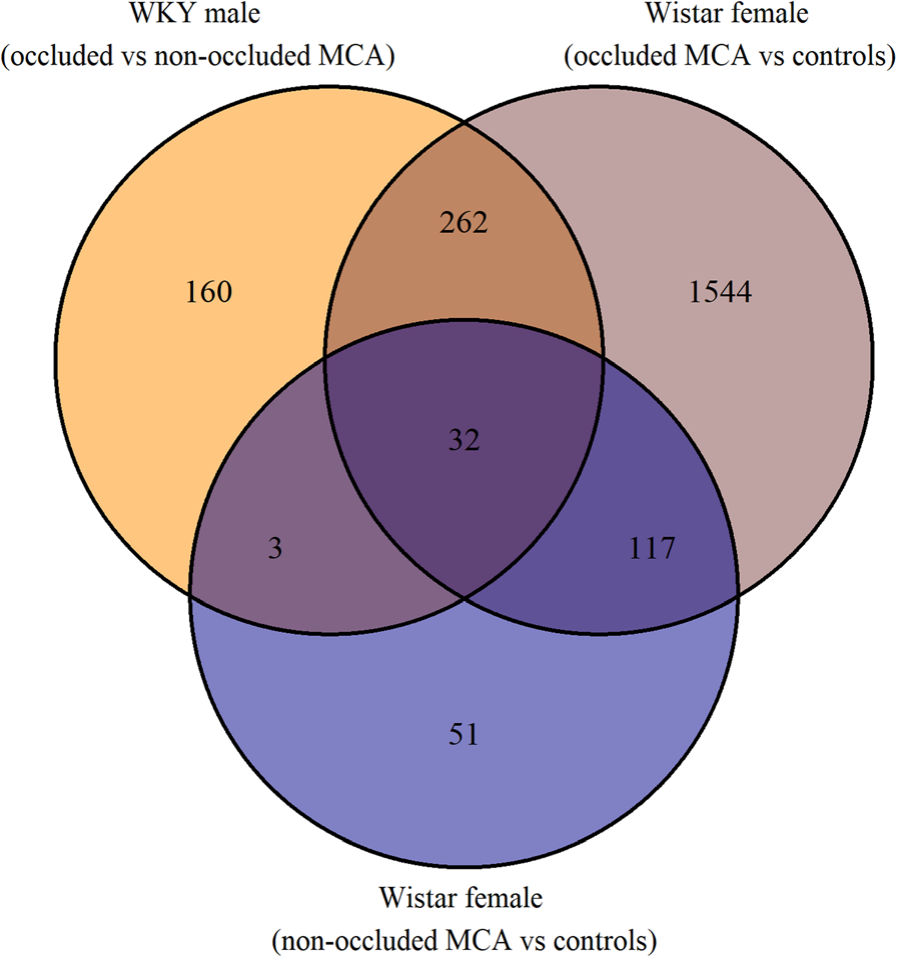
Overlapping differentially expressed genes between three experimental tMCAO stroke groups (current and previous study). Venn diagram illustrating the number of overlapping differentially expressed genes between the following experimental stroke groups (tMCAO [transient middle cerebral artery occlusion] stroke model): (i) Occluded versus non-occluded middle cerebral arteries (MCAs) from Wistar-Kyoto (WKY) male rats (results from Grell et al. [20]), (ii) Occluded MCAs vs control MCAs from Wistar female rats, and (iii) Non-occluded MCAs vs control MCAs from Wistar female rats. Here, we identified an overlap of 149 genes between group (ii) and (iii) in contrast to 147 genes observed in Fig. 1 where both upregulation and downregulation of the genes were considered. The reason for the discrepancy is due to (1) Tetratricopeptide repeat domain 39B (*Ttc39b*) is downregulated in the non-occluded MCAs and upregulated in the occluded MCAs when compared with control MCAs, and (2) FK506 binding protein 3 (*Fkbp3*) is upregulated in the non-occluded MCAs and downregulated in the occluded MCAs when compared with control MCAs

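In the comparisons against control MCAs, 7 genes were called in both arteries in opposite directions. The lipid-related gene Ttc39b rose by 1.11 (standard error 0.13, adjusted p = 3.15e-06 from limma) in the occluded MCAs and fell by 0.51 (standard error 0.13, adjusted p = 0.0312) in the non-occluded MCAs. Fkbp3, a peptidyl-prolyl isomerase, fell by 0.51 (standard error 0.066, adjusted p = 6.44e-06) and rose by 0.41 (standard error 0.063, adjusted p = 0.00124). The others were Cdc42ep2, Csrp2, Kdm6b, Pdzrn3 and Tgfbr1, and were named after their values were seen. The decrease of Ttc39b in the non-occluded MCAs was not called without control F26, F16, F22 or F21 or without non-occluded F12, F15, F10, F8 or F19, with an adjusted p of up to 0.0729. With a minimum of 1.5-fold Fkbp3 was not called in either comparison and Ttc39b was not called in the non-occluded MCAs.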

**Table 4:** Overlapping differentially expressed genes found for each of the experimental tMCAO stroke groups (Fig. 9). Thirty-two differentially expressed genes found for each of the following experimental stroke groups (tMCAO [transient middle cerebral artery occlusion] stroke models): Occluded versus non-occluded middle cerebral arteries (MCAs) from Wistar-Kyoto (WKY) male rats (results from Grell et al. [20]), (ii) occluded MCAs vs control MCAs from Wistar female rats, and (iii) non-occluded MCAs vs control MCAs from Wistar female rats. The number of overlapping genes can be found in Fig. 9

Gene symbol	Gene description	WKY male rats (occluded vs non-occluded MCAs)		Wistar female rats (occluded MCAs vs control MCAs)		Wistar female rats (non-occluded MCAs vs control MCAs)	
		***P***-value	Fold change	***P***-value	Fold change	***P***-value	Fold change
*A2m*	Alpha-2-macroglobulin	1.95E-05	4.99	6.50E-08	17.90	1.83E-03	2.19
*Acsl1*	Acyl-CoA synthetase long-chain family member 1	1.94E-04	−1.68	8.00E-04	−2.40	1.23E-03	− 1.42
*Adamts9*	A disintegrin-like and metalloprotease (reprolysin type) with thrombospondin type 1 motif, 9	3.38E-04	2.29	1.17E-05	7.83	5.14E-04	1.64
*Asns*	Asparagine synthetase	1.44E-05	2.52	3.93E-06	8.16	1.92E-04	1.64
*Bcl3*	B-cell CLL/lymphoma 3	6.42E-03	3.03	5.86E-06	8.01	2.17E-05	1.92
*Bri3*	Brain protein I3	1.25E-04	−1.58	1.66E-04	−2.56	6.95E-04	− 1.29
*Cd200*	Cd200 molecule	2.68E-03	1.80	8.15E-08	3.30	1.72E-05	1.86
*Ifitm3*	Interferon induced transmembrane protein 3	2.43E-05	2.02	2.18E-07	2.98	3.77E-04	1.48
*Itga5*	Integrin, alpha 5 (fibronectin receptor, alpha polypeptide)	1.57E-03	2.03	3.71E-04	4.37	1.13E-04	1.61
*Lcn2*	Lipocalin 2	6.31E-04	3.47	3.60E-03	12.39	1.28E-02	8.36
*Litaf*	Lipopolysaccharide-induced TNF factor	3.07E-04	2.32	3.30E-06	6.81	4.53E-04	1.32
*Manba*	Mannosidase, beta A, lysosomal	8.27E-05	−1.52	8.37E-05	−2.03	7.56E-04	−1.41
*Map 3 k6*	Mitogen-activated protein kinase kinase kinase 6	4.36E-04	1.86	1.45E-06	4.43	1.00E-05	2.43
*Mt1a*	Metallothionein 1a	3.02E-03	2.40	6.04E-08	11.14	1.11E-04	2.79
*Mt2A*	Metallothionein 2A	3.61E-03	3.05	4.14E-07	28.56	2.56E-07	9.03
*Mtss1l*	Metastasis suppressor 1-like	2.13E-03	−1.68	3.25E-07	−2.88	1.86E-03	−1.43
*Nampt*	Nicotinamide phosphoribosyltransferase	3.10E-04	1.65	2.82E-07	2.54	4.63E-07	1.88
*Osmr*	Oncostatin M receptor	1.07E-03	2.55	3.35E-09	9.09	4.70E-06	2.41
*Pfkm*	Phosphofructokinase, muscle	1.70E-04	−1.67	4.68E-05	−2.16	1.37E-04	−1.29
*Pla1a*	Phospholipase A1 member A	1.21E-05	2.58	1.48E-04	4.41	1.87E-03	1.85
*Plxdc2*	Plexin domain containing 2	1.40E-04	−1.43	2.02E-05	−1.95	2.04E-05	−1.35
*Ptpn2*	Protein tyrosine phosphatase, non-receptor type 2	2.89E-03	2.03	1.41E-05	5.89	6.99E-05	1.48
*RGD1564664*	Similar to LOC387763 protein	6.82E-04	2.59	4.79E-09	6.07	1.64E-04	1.66
*Runx1*	Runt-related transcription factor 1	1.24E-03	2.60	1.46E-05	4.59	1.93E-05	1.75
*Sbno2*	Strawberry notch homolog 2 (Drosophila)	3.03E-03	2.45	5.29E-06	6.87	2.90E-05	2.60
*Slc29a2*	Solute carrier family 29 (nucleoside transporters), member 2	1.74E-04	2.17	2.29E-04	2.85	6.60E-04	1.38
*Sod2*	Superoxide dismutase 2, mitochondrial	3.33E-06	2.72	9.45E-06	4.50	3.26E-03	1.62
*Spp1*	Secreted phosphoprotein 1	4.45E-04	4.82	2.54E-08	15.39	1.22E-04	2.14
*Tgfbi*	Transforming growth factor, beta induced	2.36E-05	−1.55	2.37E-04	−1.54	7.57E-04	−1.42
*Tmem51*	Transmembrane protein 51	3.39E-04	−1.65	1.26E-07	−2.80	1.26E-04	−1.42
*Tnfrsf1a*	Tumor necrosis factor receptor superfamily, member 1a	3.12E-04	1.73	5.77E-07	3.30	2.53E-05	1.49
*Uap1*	UDP-N-acteylglucosamine pyrophosphorylase 1	1.29E-03	1.72	4.24E-05	4.60	9.51E-04	1.61

## Discussion

This is to our knowledge the first study to explore possible mechanisms of reperfusion injury after stroke in females by performing a whole transcriptome microarray on isolated MCAs 3 h after the end of a 2-h tMCAO. This unique approach has allowed us to identify potential targets for treatment of vascular injury associated with stroke. The tMCAO model was used to mimic stroke conditions and the cerebral arteries were examined at an early time point to explore the events that occur in VSMCs and endothelial cells that lead to BBB breakdown and endothelial dysfunction. At a similar early time point, we have demonstrated that there is increased expression of phosphorylated protein kinase C-δ (pPKCδ) and pERK1/2 but not of phosphorylated p38, c-jun N-terminal kinase (pJNK) and pPKCα [19]. This has been verified by protein studies [23] and by specific blockade, using inhibitors of the MEK-ERK pathway which resulted in reduced brain damage [14]. 

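Across both comparisons against control MCAs, 5630 of the 13197 genes were called in the female arrays and 443 of them were called in both. Among genes called in the occluded MCAs were receptors that set the tone of the artery. Ptgir, the prostacyclin receptor, rose by 2.68 (standard error 0.16) and Avpr1a, a vasopressin receptor, by 2.48 (standard error 0.20). Ece1, which makes endothelin from its precursor, rose by 0.64 (standard error 0.066). Kcnj8, a pore subunit of ATP-sensitive potassium channels, rose by 1.73 (standard error 0.17). Of 34 measured vasoactive receptors and ligands, 12 were higher, 13 were lower and 9 did not pass the test (12 and 13 when adjusted over the list alone), with a camera adjusted p of 0.642. With SAM 7 of the vasoactive genes were lower.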

Within this study, whole transcriptome expression profiling revealed a considerable number of differentially expressed genes (more than 2000) in the MCAs from female rats after tMCAO. Interestingly, almost 300 of these genes were also differentially expressed in MCAs from male rats after tMCAO.

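In the female arrays, 383 genes of the male list were called in the occluded or the non-occluded MCAs against control MCAs. Among genes of coagulation, Procr, the endothelial receptor of protein C, rose by 2.49 (standard error 0.21) in the female occluded MCAs. Of 20 measured genes of coagulation and fibrinolysis, 9 were higher and 3 were lower than in control MCAs (10 and 3 when adjusted over the list alone). That list had a camera adjusted p of 0.0153, and adjusted p = 0.171 with an estimated correlation. With SAM 4 of its genes were higher and 1 was lower.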

The present study was also designed to examine if sex differences affect early gene expression patterns of stroke-associated genes. 

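All 8 target genes were higher in the occluded than in the non-occluded MCAs (8 when adjusted over the list alone). The study chose them on these arrays, so the count is not independent evidence. Ccl2 rose by 4.97 (standard error 0.27), Adamts4 by 3.71 (standard error 0.22) and the cytokine signaling inhibitor Socs3 by 2.59 (standard error 0.18) on the log2 scale. Fosl1 rose by 2.45 (standard error 0.25) and Junb by 1.39 (standard error 0.20). Olr1 rose by 1.99 (standard error 0.35) and S1pr3 by 1.53 (standard error 0.21). The largest adjusted p of the 8 was 2.69e-04, that of Olr1.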

From the microarray analysis, we found a markedly increased expression of *Adamts4*, *Socs3*, *Fosl1*, *JunB*, *Serpine1*, *Olr1*, *Ccl2* and *S1pr3* in the ischemic artery compared to non-ischemic artery at 3-h post reperfusion in female rats. In a further validation of the genes we compared both sexes and found a similar degree of increase in expression. Thus, the results of this part of the study confirmed an increased expression of genes in the vasculature that contributes to inflammation, endothelial dysfunction and breakdown of the BBB.

*Adamts4* is of interest since it for the first time is shown to be upregulated in the cerebral arteries in response to stroke. *Adamts4* is a metalloproteinase that has been shown to have a regulatory function in inflammation and an ability to inhibit angiogenesis [24, 25]. Other metalloproteinases were also found to be overexpressed in the microarray analysis of the occluded MCA (matrix metallopeptidase 19 (*Mmp19*), *Adamts1*, *Adamts5*, *Adamts9*, ADAM metallopeptidase domain 8 (*Adam8*) and *Adam9*), but not to the same degree as *Adamts4*. 

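Adamts4, which cleaves the proteoglycans aggrecan and versican, had a log2 fold change of 3.99 in the occluded over the control MCAs (standard error 0.22, adjusted p = 2.40e-10 from limma). The related proteases Adamts9, Adamts1 and Adamts5 rose by 2.93 (standard error 0.18), 2.18 (standard error 0.17) and 1.77 (standard error 0.17). Adam9, a membrane-bound sheddase, rose by 2.00 (standard error 0.12), Mmp19 by 1.60 (standard error 0.20) and Adam8 by 0.51 (standard error 0.10). All 7 genes were higher (7 when adjusted over the list alone), and since the study chose them on these arrays this is not independent evidence. A list of metalloproteinases and their inhibitors was fixed beforehand, and these 7 genes are on it. Of its 26 measured genes, 10 were higher, 7 were lower and 9 did not pass the test (10 and 8 when adjusted over the list alone). The median log2 fold change of this list was -0.01, its mean was 0.55 and its camera adjusted p was 0.11. SAM called 1 of its genes lower, and 3 were lower with a minimum of 1.5-fold. Adam8 did not reach that minimum.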

*Adamts4* has been shown to promote neurite-outgrowth through the MEK pathway, independent of its proteolytic capacities [26]. It is highly expressed in VSMCs in macrophage-rich areas in the thoracic aorta of patients with thoracic aortic dissection and increased serum levels have been associated with carotid atherosclerotic plaque vulnerability [27, 28]. Based on knowledge about the proteolytic capacities of *Adamts4* from earlier studies, one could hypothesize that *Adamts4* and other metalloproteinases contribute to breakdown of the supporting ECM of the arteries, negatively affecting the integrity of the cerebral arteries, increasing the risk of hemorrhagic transformation and edema [29]. Several of the metalloproteinases and ECM genes were upregulated at 6 and 24 h after subarachnoid hemorrhage (SAH) [17], indicating a process that is ongoing. The time course of the *Mmp8*, *Mmp9* and *Mmp13* were carefully monitored in the MCAs immediately after the SAH up until 48 h in male rats [16].

*Olr1* and *Ccl2* expression have earlier been shown to be upregulated in cerebral arteries following tMCAO in both normotensive and hypertensive male rats [20]. Here, we report that this occurs equally well in male and female MCAs after experimental stroke. The *Olr1* gene codes for a scavenger receptor located on endothelial cells, VSMCs and macrophages and are one of the key molecules in atherogenesis. Oxidized low-density lipoprotein activates the receptor, leading to recruitment of inflammatory cells by increasing chemokine and adhesion molecule levels. Although this process has been well characterized in the settings of developing atherosclerosis, it has not yet been established what role *Olr1* plays in the acute phase after ischemia-reperfusion and in particular in the affected MCAs.

*Ccl2* is a chemokine which recruits monocytes and basophils. Monocytes in turn, secrete further inflammatory cytokines, aggravating the damage further. Clot formation, especially fibrin, triggers activation of monocytes [30] and endothelial cells [31]. Previous studies have shown that the expression of *Ccl2* is highly increased in the brain after stroke, and that silencing the *Ccl2* gene is protective in stroke models [32]. Here we show that the expression is highly elevated in both sexes early after reperfusion which formerly has been seen in hypertensive males 6 h post reperfusion but never shown to be equally increased at this early time point after a tMCAO or in both sexes. We have previously reported on the increased presence of the chemokine (C-X-C motif) ligand 2 (*Cxcl2*) and interleukin-6 (*Il-6*) at gene level in experimental SAH at 24 h [18], and followed the time course from 0 to 48 h of several other cytokines such as tumor necrosis factor α (*TNFα*) and *Il-1β*, and chemokine ligands *Cxcl1* and *Ccl20*, in addition to *Il-6* and *Cxcl2* [16]. Again, this clearly shows that the process is ongoing in the cerebral vessel walls at least 48 h after experimental SAH.

Another gene of interest is *S1pr3* which has an increased expression after ischemia-reperfusion in cerebral arteries. Sphingosine 1-phosphate (S1P) signaling via S1pr3 has been shown to have both protective effects on endothelial function in ischemia/reperfusion in the heart [33] as well as vasocontractile properties when located on the VSMCs in cerebral arteries [34]. Activation of S1pr3 has also been shown to negatively influence endothelial barrier function [35].

Transcription factors and intracellular signaling pathways are most likely more effective treatment targets when it comes to inflammation as opposed to blocking individual specific cytokines or chemokines. Inflammation is crucial for repair and recovery after stroke, but in the initial phase, reduction of inflammation has been shown to be beneficial. By targeting the arteries, we believe that we can reduce the initial recruitment and migration of inflammatory cells. Our data showed that the selected inflammatory regulatory genes *Socs3*, *JunB* and *Fosl1* were overexpressed in both the occluded and non-occluded artery compared to healthy controls, indicating that inflammation is not exclusive to the occluded artery. JunB and Fosl1 are part of the activator protein complex, which make up the transcription factor activator protein 1 (AP-1). AP-1 has been suggested to be responsible for activating inflammation and atherogenesis in response to changes in sheer stress, which could explain why these genes here are shown to be upregulated early after reperfusion [36]. The upstream activator of the AP-1 complex is the stress-activated protein kinases/Jun amino-terminal kinases (SAPK/JNK), which has earlier been shown to be activated in cerebral VSMCs 24 h after SAH, tMCAO and ex vivo organ culture of cerebral arteries [17]. In experimental SAH, we have additionally observed the dynamic activation of two other transcription factors, activating transcription factor–2 (ATF-2) and ETS transcription factor (ELK-1), during the first two days after the induction of the hemorrhage in male rats [16].

### Limitations

The current study focuses solely on the early cerebrovascular processes of vascular damage after a tMCAO-induced stroke. Investigation of long-term effects after a tMCAO-induced stroke, as well as stroke induced by other experimental procedures, would be beneficial on the path to discover new therapeutic targets and to improve our understanding of the stroke pathophysiology.

## Conclusions

This study may pave the way towards novel ways to modify cerebrovascular gene regulation and provide novel therapeutic targets to improve cerebrovascular disorders like stroke. Our findings revealed that following tMCAO there are dynamic alterations in gene expression in the immediate MCA, but also on the contralateral side, albeit to a less pronounced degree. Focusing on the high expression gene targets, we observed no significant sex-dependent difference (pattern of changes in males was similar to those seen in females). The genes activated at this early 3 h time point suggested gene activation predominantly involved in transcription, BBB and endothelial function, and in inflammation [14]. Our study was exploratory and designed to examine if there are sex similarities and differences in gene expression. The study on females provides a better knowledge base for further research as well as increasing the chance of novel findings. Examining early gene expression is just a minor step in understanding the complex cascade of events that are initiated by ischemia-reperfusion [3], but we believe that it can provide a base for further investigation of differential gene and protein expression at later time points.

## Methods

We aimed at identifying early cerebral vascular responses to ischemic stroke in female rats and identifying potential new therapeutic targets. We also aimed at comparing the differential gene expression patterns observed in MCAs from female rats with those seen in males.

### Overview of study design and inclusion and exclusion criteria

The study was designed as a case-control study with the occluded and non-occluded MCAs (after tMCAO) as case groups and the MCAs from healthy rats (non-operated) as control group, and the primary study outcome was differential gene expression (gene expression in cases relative to controls). The sample size was set based on experience from earlier studies conducted in the lab. The experimental unit was individual animal, only animals surviving the operation until the 3 h’ time point were included and the confounding factors age, sex, estrous cycle and environmental factors were controlled for. The confounding factor sex was investigated as an explanatory variable. To reduce pain, suffering and distress, animals were operated under full anesthesia and sacrificed under sedation. The following exclusion criteria were applied during animal experiments: (i) Not satisfactory occlusion or reperfusion, (ii) no reduction in neuroscore, or (iii) death during or after the procedure; and during microarray or qPCR: (i) Not satisfactory purity or concentration of RNA. All inclusion and exclusion criteria were specified prior to the experiments, except for the satisfactory occlusion threshold which was specified during the experiments. Ten female rats and 6 male rats were excluded due to death during the procedure or failing to meet the exclusion/inclusion criteria. For the microarray, three samples were excluded due to poor RNA integrity and 1 sample was excluded due to poor amplification. For the qPCR, seven samples were excluded at this stage due to low RNA-concentration and 3 samples due to failed amplification (Fig. S1).

### Animals

12-week old female (*n* = 42) and male (*n* = 18) Wistar rats were obtained from Charles River (Charles River laboratories, Sulzfeld, Germany). After applying the inclusion and exclusion criteria, 23 female and 12 male rats remained (Fig. S1). Animals were housed in environmental enriched cages with a 12 h light/dark cycle (lights on 7 am-7 pm), climate- and humidity- controlled environment and with free access to food and water in the University of Lunds animal facility. Prior to initiating the experimental procedures, animals were subjected to an acclimatization period. All experimental procedures were performed in accordance with the ARRIVE guidelines, the ethical guidelines of the International Association for the Study of Pain regulations on animal welfare and the National Institutes of Health guidelines for the care and use of laboratory animals. The experimental procedures have been previously approved by the Institutional Animal Care and Use Committee of the University of Lund. The rats were randomly divided into control and tMCAO experiments. The female rats were monitored daily with vaginal smears for a minimum of two consecutive cycles prior to sacrifice to determine the estrous phase. Samples were collected with a saline soaked cotton swab, transferred onto microscope slides, air-dried and stained with hematoxylin-eosin. The samples were collected at the same time-point each day. Female rats that were in the high estrogen phase, proestrus, were not included to reduce variation due to hormone fluctuations. The methodology has been further described by Goldman et al. [37].

### Transient middle cerebral artery occlusion

MCA occlusion was performed by using the intraluminal filament technique [38]. Anesthesia was induced by 3.5% isoflurane in N_2_O:O_2_ (70:30) and maintained by continuous inhalation of 2.5% isoflurane in N_2_O:O_2_ (70:30). An arterial tail catheter was inserted to monitor blood gases and mean arterial blood pressure during the occlusion. A rectal thermometer connected to a homoeothermic blanket was used to maintain body temperature at 37 °C during the procedure. A laser Doppler probe (Perimed, Järfälla, Sweden) was fixed to the skull 6 mm laterally of the midline and 1 mm posterior to bregma. An incision was made in midline of the neck, exposing the carotid artery. The external carotid and common carotid were permanently ligated with sutures. A rubber-coated monofilament (Doccol Corporation, Redlands, CA, USA) was inserted through an incision in the common carotid artery through the internal carotid artery until a sudden drop in cerebral blood flow was observed in the area supplied by the MCA (as measured with Laser Doppler flowmetry). Animals with a minimum flow reduction of 50% were included in the study. The filament was secured by sutures and the surgical areas closed while the anesthesia was discontinued, and the animal allowed recovering. The method has been described in details before [21, 22].

Prior to reperfusion, the rats were evaluated with the 6-point neuroscore [39, 40]. Only animals showing a score of 3–4 in the test were re-anesthetized after 120 min and the filament removed, which resulted in an increase in cerebral blood flow (as measured with Laser Doppler flowmetry). Animals with a minimum flow increase of 30% were included in the study. The animals were then allowed to recover with free access to food and water for 3 h.

### Middle cerebral artery isolation

Three hours post reperfusion; the animals were euthanized with carbon dioxide and decapitation. The brain was immediately removed and both the right and left MCAs (distal part; length = 5 mm, diameter 0.2 mm) were carefully dissected out. The MCAs were carefully cleaned from surrounding connective tissue and blood, frozen on dry ice and stored in − 80 °C. Inclusion criteria were successful tMCAO operation as judged from the Laser Doppler analysis of regional cerebral blood flow (rCBF) and neuroscore evaluation. All animals fulfilling this survived the 3 h' until sacrifice. The subsequent handling and analysis of the removed MCA segments were semi-blinded meaning that the tissue and group were unknown to the analyst from this time point until the time where the data were analyzed.

### RNA-extraction

The extraction of RNA was performed with the same method for both the microarray and PCR. The RNA was isolated with the Nucleospin miRNA isolation kit (Machery-Nagel, Düren, Germany), following the manufactures instructions for extraction of total RNA. The artery-samples were first homogenized in in Lysing matrix D tubes containing 1.4 mm ceramic spheres (MP Biomedicals, CA, USA) and lysis buffer (ML buffer) from the NucleoSpin kit on dry ice in a FastPrep-24™ 5G instrument (MP Biomedicals, USA) with 3x20sec cycles.

After RNA extraction, the amount of RNA was quantified using a NanoDrop 2000 UV-Vis spectrophotometer (ThermoFisher Scientific, MA, USA). A ratio of sample absorbance at 260 nm and 280 nm in the range of 1.7 to 2.1 was accepted. The RNA which was to be used for microarray analysis was concentrated with a Scan Speed 32 speed vacuum concentrator (Labogene, Denmark). The concentration and quality of the concentrated RNA was determined with a NanoDrop ND1000 spectrophotometer (ThermoFisher Scientific, MA, USA).

### Whole genome microarray

Affymetrix whole-transcriptome expression profiling was processed by Swegene centre for integrative biology (SCIBLU) genomics, Affymetrix unit at Lund University, Sweden.

MCAs from 6 stroke females and 6 female controls were analyzed. The integrity of the RNA was measured with the Agilent Bioanalyzer (Agilent Technologies, CA, USA). From a total of 100 ng RNA, single stranded complimentary DNA (cDNA) was synthesized using primers containing a T7 promoter sequence. The single stranded cDNA was converted to double stranded DNA and used as a template for in vitro transcription, producing complimentary RNA (cRNA) [41]. After purification, sense-strand cDNA was synthesized and purified. The sense strand cDNA was fragmented and labeled and loaded onto Affymetrix GeneChip rat gene 2.0 ST arrays (ThermoFisher Scientific, MA, USA). This was followed by hybridization for 16 h at 45 °C in an Affymetrix Gene Chip Hybridization 645 oven. The array was scanned using the Affymetrix GeneChip scanner 3000 7G.

### Complimentary DNA synthesis and quantitative PCR

MCAs from 5 female stroke rats, 6 male stroke rats and 6 controls of both sexes were analyzed. After RNA extraction, the amount of RNA was quantified using a NanoDrop 2000 UV-Vis spectrophotometer (ThermoFisher Scientific, MA, USA). cDNA was synthesized using the RT2 First Strand Kit (Qiagen, Germany) according to the manufacturer’s protocol.

The QuantStudio 12 K Flex real-time PCR system (ThermoFisher Scientific, MA, USA) was used for the qPCR. Taqman gene expression assays for *Ccl2* (Rn00580555_m1), *Olr1* (Rn00591116_m1), *Adamts4* (Rn02103282_s1), *Serpine1* (Rn01481341_m1), *S1pr3* (Rn01757498_m1), *Socs3* (Rn01470502_g1), *JunB* (Rn00572994_s1) and *Fosl1* (Rn00564119_m1) were purchased from ThermoFisher Scientific, MA, USA.

The qPCR was performed in a 10-μl reaction volume containing TaqMan 2× universal PCR master mix (ThermoFisher Scientific, MA, USA), 20× TaqMan gene expression assay, RNase-free water and 2 μl cDNA using the QuantStudio 12 K Flex real-time PCR system (ThermoFisher Scientific, MA, USA) with ROX as a passive reference. A no-template control with RNase-free water instead of cDNA was used as negative control for all TaqMan gene expression assays. An inter-plate control for all TaqMan gene expression assays was used to control the thermal cycling between plates. *ActB* (Rn00667869_m1) and *Gapdh* (Rn01775763_g1) acted as housekeeping genes. All TaqMan gene expression assays were pipetted in triplicates for each sample.

### Analysis and statistics

#### Analysis of microarray data

Basic Affymetrix GeneChip analysis and experimental quality control were performed using the Expression Console Software (v1.1.2), and the Robust Multi-array analysis method was used for probe summarization and data normalization (quantile normalization and log transformation). Data filtration was done for probe sets having a value less than the median values of the negative control in 80% of total samples.

Significance analysis of microarray was performed using the TMEV software (v4.0). Differentially expressed genes with a false detection rate (q-value) of zero were selected and single probe sets with more than one annotation were excluded. For downstream analyses, we performed enrichment analyses using the PANTHER Classification System [42–44]. Enriched PANTHER pathways and protein classes (v15), Reactome pathways (v65) and GO biological process terms (released 2020-02-21) were identified using Fisher’s Exact Test and the *p*-values were adjusted for multiple testing using the conservative Bonferroni correction. *P* < 0.05 was considered statistically significant.

For the biological process GO terms, only the most specialized term within each hierarchical group was included and GO terms with less than 30 annotated genes from the list of differentially expressed genes were excluded. For the PANTHER protein classes and Reactome pathways, only the least specialized protein class/pathway within each hierarchical group was included (cut-off: at least 10 annotated genes). On the contrary, only the most specialized pathway within each hierarchical group was included for the PANTHER pathways (cut-off: at least 5 annotated genes). Subsequently, overlap between overrepresented GO terms for the differentially expressed genes in the occluded MCAs and non-occluded MCAs both compared with control MCAs were identified.

To explore interactions between selected gene products, we utilized the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database v11.0 [45]. Only experimentally determined and database curated *Rattus norvegicus* protein-protein interactions were used to create the networks. We defined a cluster as a network formed by at least 5 interacting proteins.

#### Gene selection and GO term categorization

Based on the results from the microarray, eight genes were selected for validation with qPCR. *Ccl2*, *S1pr3*, *Socs3*, *Serpine1*, *JunB* and *Fosl1* were selected due to occurrence in biological processes that were significantly enriched in the GO analysis in combination with analysis of fold change and review of literature. *Adamts4* was selected due to a very high relative expression, and *Olr1* was selected due to the availability of previous data in the same model in hypertensive and normotensive males. In addition to qPCR, we categorized the selected genes into preselected GO biological process terms using the PANTHER Classification System [42–44] and the statistical software R (v4.0.2) to examine their involvement in specific biological processes.

#### qPCR calculations

In the PCR-validation, the mean computed cycle threshold (CT) for the triplicates of each sample was calculated. The results were normalized against the inter-plate control. The mean CT-value from the housekeeping genes ActB and Gapdh were subtracted from the mean CT value of the target gene to be able to compare samples that contained a differing amount of total-RNA. This relative value is hereafter referred to as delta-CT (dCT). For each gene, dCT values more than 3 standard deviations away from the mean were considered outliers and excluded (only one observation was considered an outlier across the datasets). Subsequently, the effects of sex (males and females) and experimental group (control MCAs, non-occluded MCAs and occluded MCAs) on dCT were investigated by means of linear mixed-effect models with restricted maximum likelihood using the statistical software R (v4.0.2) and the nlme R package (v3.1.148) [46]. Sex and experimental group were fitted as fixed effects (fixed effects were omitted from the model if not reaching significance) and animal ID as a random effect to consider individual animal differences. To assess normality and equality of variance, we created and examined Q-Q plots and residuals versus fitted values plots, respectively. These data are presented using boxplots and statistical significance was set at *p* < 0.05. Since a higher dCT value corresponds with a lower expression, the axes in the figures were reversed to offer a more intuitive reading of the figures.

#### Cross-analysis with findings from Grell et al. [20]

To reveal sex similarities between males and females at a larger scale, we compared the findings from the current study with findings obtained by Grell et al. [20]. Here, they investigated differential expression of genes in the occluded MCAs compared with the non-occluded MCAs in WKY male rats. They used the same stroke model (tMCAO), the rats were the same age (12-weeks) and the samples were processed by the same center using the same method (SCIBLU). Even though the groups are similar in many ways, some of the variations observed might be due to strain differences rather than sex differences. Therefore, we decided to focus solely on the overlapping differentially expressed genes.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

## Data Availability

The datasets generated or analysed during the current study are available in the Gene Expression Omnibus (GEO) repository, GSE162072, and in the published article [and its supplementary information file ‘Rehnstrom_et_al_supplementary_files.xlsx’].

## Abbreviations

*ActB*: Actin B
*Adam*: ADAM metallopeptidase domains
*Adam8*: ADAM metallopeptidase domain 8
*Adamts*: A disintegrin and metalloproteinase with thrombospondin motifs
*Adamts4*: A disintegrin and metalloproteinase with thrombospondin type 1 motif, 4
AP-1: Activator protein 1
ATF-2: Activating transcription factor–2
BBB: Blood-brain barrier
*Ccl*: Chemokine (C-C motif) ligand
*Ccl2*: Chemokine (C-C motif) ligand 2
*Chi3l1*: Chitinase-3-like protein 1
CT: Cycle threshold
*Cxcl*: Chemokine (C-X-C motif) ligand
dCT: Delta cycle threshold
ECM: Extracellular matrix
ELK-1: ETS transcription factor
*Fkbp3*: FK506 binding protein 3
*Fosl1*: Fos-like antigen 1
*Gapdh*: Glyceraldehyde 3-phosphate dehydrogenase
GO: Gene ontology
*Icam1*: Intercellular adhesion molecule 1
*Il*: Interleukin
*Il-6*: Interleukin-6
JNK: Jun amino-terminal kinases
*JunB*: Jun B proto-oncogene
*Nfkb1*: Nuclear factor of kappa light polypeptide gene enhancer in B-cells 1
*Rela*: Nuclear factor kappaB subunit p65
MCA: Middle cerebral artery
*Mmp*: Matrix metallopeptidase
*Mmp19*: Matrix metallopeptidase 19
*Olr1*: Oxidized low-density lipoprotein receptor 1
PANTHER: Protein ANalysis THrough Evolutionary Relationships
pERK1/2: Phosphorylated extracellular signal-regulated kinase 1 and 2
pJNK: Phosphorylated c-jun N-terminal kinase
pPKC: Phosphorylated protein kinase C
pPKCδ: Phosphorylated protein kinase C-δ
*Prdm4*: PR domain zinc finger protein 4
qPCR: Quantitative real-time polymerase chain reaction
rCBF: Regional cerebral blood flow
ROS: Reactive oxygen species
*Runx1*: Runt-related transcription factor 1
S1P: Sphingosine 1-phosphate
*S1pr3*: Sphingosine 1 phosphate receptor 3
SAPK: Stress-activated protein kinases
*Serpine1*: Serine protease inhibitor, clade E, member 1
*Socs3*: Suppressor of cytokine signaling 3
*Stat3*: Signal transducer and activator of transcription 3
STRING: Search Tool for the Retrieval of Interacting Genes/Proteins
*Ttc39b*: Tetratricopeptide repeat domain 39B
tMCAO: Transient middle cerebral artery occlusion
*TNFα*: Tumor necrosis factor α
VSMC: Vascular smooth muscle cell
WKY: Wistar Kyoto
*Zc3h12a*: Zinc finger CCCH type containing 12A

# Supplementary material for: Transcriptome profiling revealed early vascular smooth muscle cell gene activation following focal ischemic stroke in female rats – comparisons with males
**Source:** BMC Genomics. 2020 Dec 9;21:883. doi: 10.1186/s12864-020-07295-2
**Supplement:** Supplementary file 1 — Additional file 1.

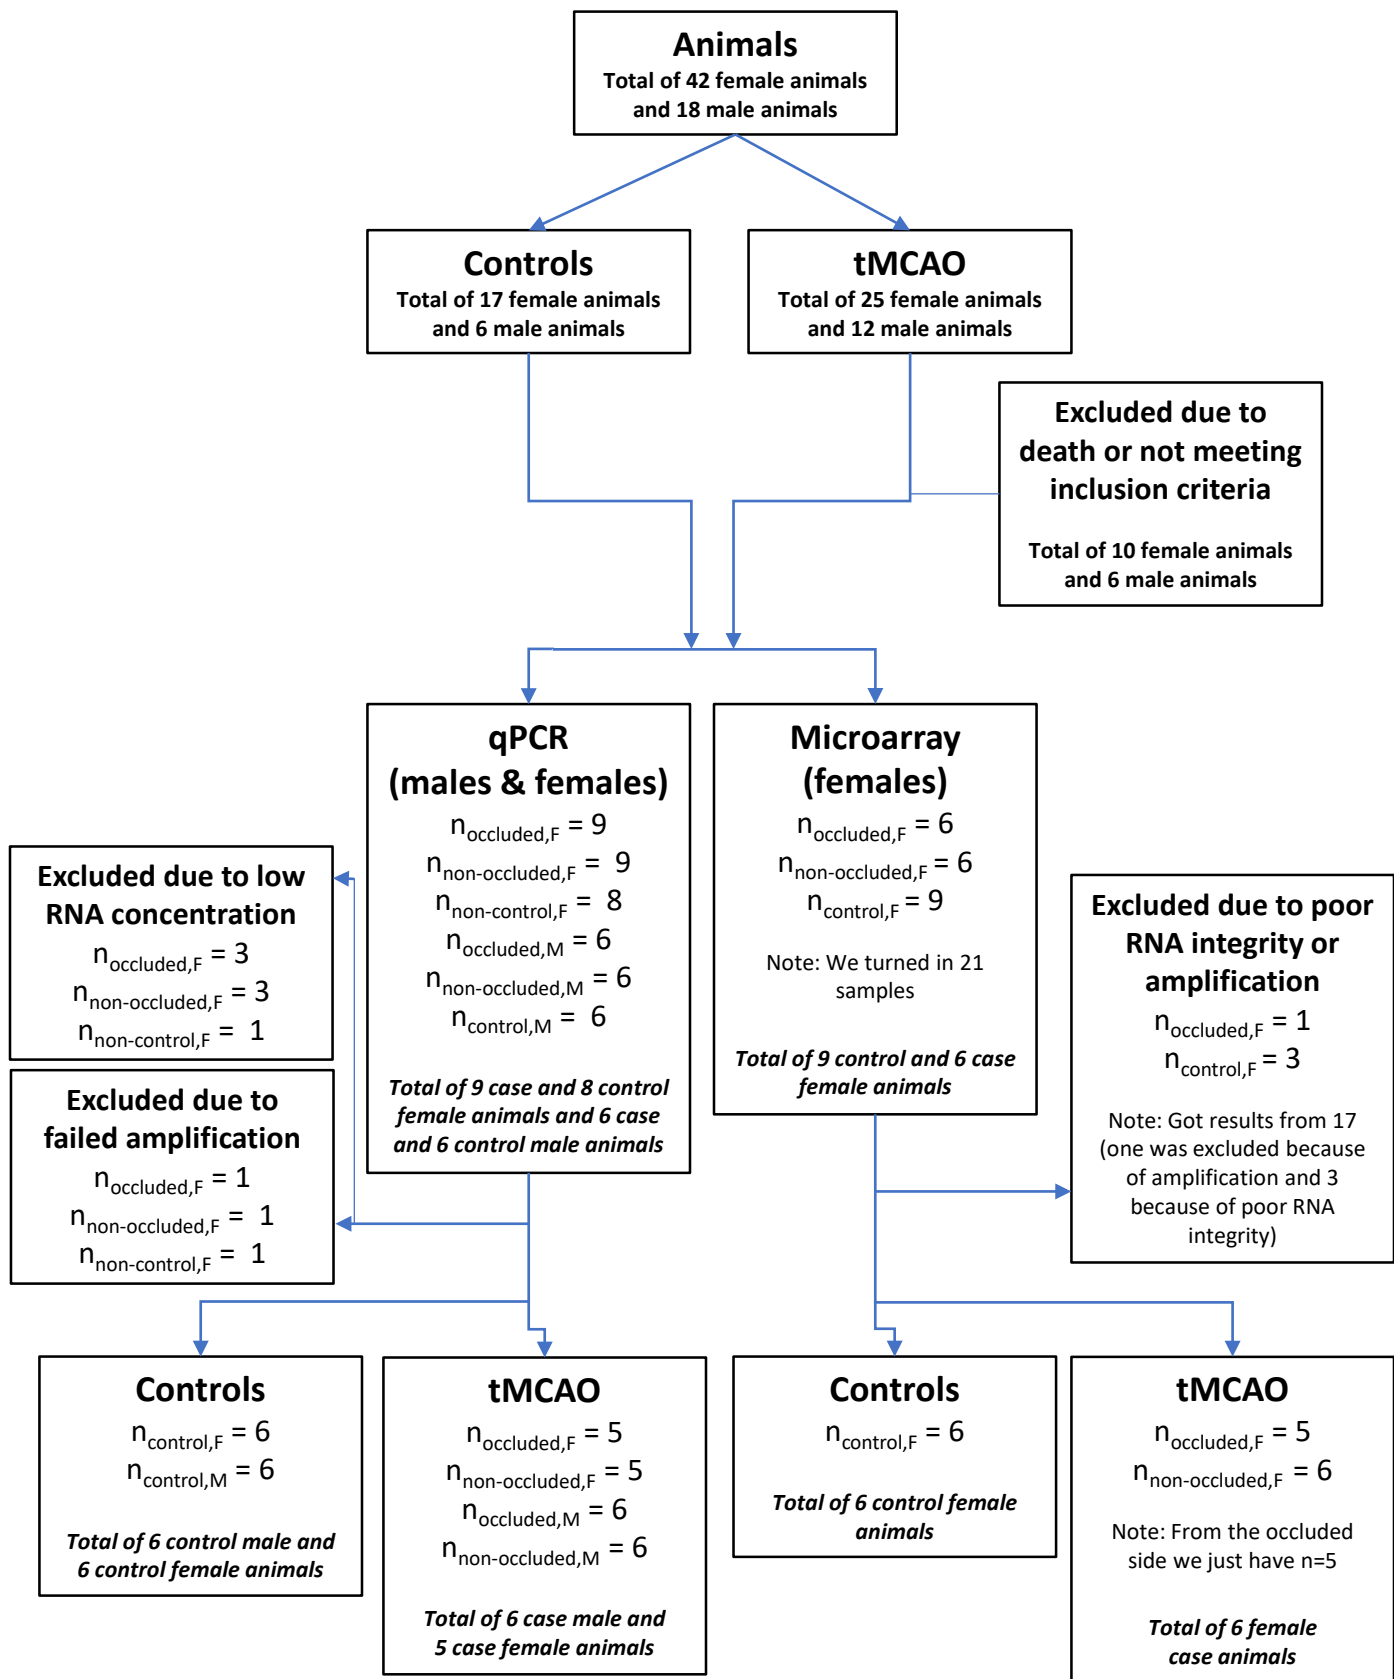

A total of 60 animals were initially included in the study

After applying the inclusion and exclusion criteria, a total of animals
(23 females and 12 males) remained to be analyzed in the study.
12 animals by microarray and 23 by qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

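RNA was measured in 17 MCAs of female Wistar rats on Affymetrix rat gene arrays, with 1 array per artery and no pooling. There were 6 control MCAs, 6 non-occluded MCAs and 5 occluded MCAs, and replicates are separate animals within each group. The sample labels name the same rat for the occluded and the non-occluded MCA of 5 rats, so the pairing comes from the labels. A check on the values gave same-rat correlations of 0.161 to 0.489 (median 0.35) after the group means were removed. The 25 other pairs of arteries gave -0.301 to 0.337 (median -0.0705), and 4 of the 5 arteries correlated best with the artery of their own rat. Male rats of the earlier study were not among the deposited arrays, and the list of male genes was taken from the authors' supplement.

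The authors made the log2 expression values with robust multi-array averaging in Affymetrix Expression Console 1.1.2, which includes quantile normalization. The authors left out probe sets under the median of the negative controls in 80% of the samples, separately for each comparison. Their tables hold 13845 probe sets for non-occluded against control, 13810 for occluded against control and 13938 for occluded against non-occluded MCAs, 14143 in all. Values of an array and probe set were identical between the tables. The series value table holds 13988 probe sets, and 155 probe sets of the other tables are not in it. The authors' deposited fold change is the ratio of the group means on the linear scale, and a signed version of it is also given. The authors' deposited p-value per probe set is not adjusted. The authors' deposited score is the statistic d of significance analysis of microarrays (SAM) in TMEV 4.0, and its q-value is given in percent. The authors' deposited tables were used for their values on each array, for the constant added to the denominator of the SAM statistic (0.0356, 0.0330 and 0.0306) and to compare calls.

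Of all probe sets, 13809 had a value on every array and were tested, and 334 lacked values in 1 group. Probe sets with several symbols (327 of those tested) or none (4) were left out of the gene counts. Spreadsheet dates had replaced 22 symbols, of which 18 were recovered through their accession. The tested genes number 13197. Chromosome positions are those of the deposited annotation, and their genome build is not given in the sources used here.

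Groups were compared with limma 3.58.1 in R 4.3.3, with a mean per group over all 17 arrays, 14 residual degrees of freedom, a prior standard deviation of 0.141 and 3.48 prior degrees of freedom. The Benjamini-Hochberg method adjusted p over all probe sets of a comparison, and a threshold of 0.05 was used. Arrays have no counts or depth, so precision comes from the spread between arrays and is given as a standard error. All p-values of single genes are from limma unless an exact permutation test is named. For the 8 qPCR targets an exact permutation test on the difference of means ran over all splits of the arrays into groups of the same sizes, with p adjusted over the 8. Between the 2 arteries it ran over all swaps within the 5 rats that gave both, and 1 of the targets is not reported here. The remaining steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

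Gene groups were 35 gene and marker lists written from general knowledge before the data were examined, and 6 lists of genes that the study names. The paper had been read by then, with the fold changes of its tables. Some of the 35 lists hold genes that the paper names from these arrays, such as Socs3, Osmr and Sbno2. The results of such lists are not fully independent of the study's choice. Each list was counted over all genes and with p adjusted over the list alone. The lists were tested with camera, a competitive test in limma, at a preset correlation of 0.01 and with a correlation estimated from the data. GO terms of Tables 1 and 3 with at least 10 measured genes were tested with the two-sided Fisher's exact test against the genes with a biological process annotation. The annotation on the array names direct terms only. The overlap with the male list was tested with the one-sided Fisher's exact test over the tested genes, and 2 of the male genes were matched through a synonym.

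Genes were named by a rule fixed beforehand. For each comparison it takes the 10 genes per direction with the largest fold change whose groups do not overlap, the 4 members of each list with the smallest p, and genes that the paper names. The fold changes printed in the paper's tables had been seen before this rule was written. Text was limited to some of the genes that the rule gives.

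The test on simulated data added changes to 67, 67 and 66 of 13809 simulated probe sets at 1.5-fold, 2-fold and 4-fold. For 5 against 6 arrays limma recovered 86.6%, 100% and 100% of them with 3.05% false calls. SAM at its stricter q of 0 recovered 32.8%, 80.6% and 97% with 0% false calls. For 6 against 6 arrays limma recovered 86.6%, 97% and 98.5% with 4.08% false calls. The simulated probe sets varied independently, with spreads from limma's own fit and without the pairing of arteries. These rates need not hold for the real arrays.

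Alternatives were SAM with 100 permutations, the ordinary equal-variance test, only the arrays of the compared groups, an intensity trend with robust estimation, array weights (0.436 to 1.61), the rat as a random or fixed replicate block, median centring and cyclic loess. Further alternatives were leaving out the dimmest 25% of probe sets, an adjusted p under 0.01, a minimum of 1.5-fold, the mean of all probe sets of a gene, covariates for brain markers, red blood cell markers and the number in the sample title, and leaving out each array in turn. Testing every probe set with values in both groups was added after seeing that some lacked values.

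To ask how the shared controls act on the overlap, the controls were split 3 and 3 between the comparisons in all 20 ways. In 100 simulations of unchanged groups, the deviations of the arrays from their group means were dealt at random to the 3 groups, without regard to the rat. To ask whether chance gives as many calls, the arrays were split into groups of the same sizes in 100 drawn ways, or in all 32 ways that part the 5 pairs.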

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

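The tests on the lower contractile genes, the brain covariate test on the cytokine and NF-kappaB genes and the tests of the covariance and of the lowest ratio on the shared controls were chosen only after the results had been seen.

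Other splits of the same arrays into groups of these sizes called fewer genes than the real grouping. The highest was 4186 against 5557 genes for occluded against control MCAs and 36 against 516 for non-occluded against control MCAs, over 100 splits each. Between the 2 arteries it was 3083 against 4338, over the 32 splits that part the 5 pairs. The other splits called a median of 0 genes in each comparison. In each comparison 1 split, the real grouping itself, called as many genes. This is 1 of 100 drawn splits, or 1 of 32 between the arteries. It speaks against chance, but so few splits cannot exclude it.

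The rise of cytokine and NF-kappaB genes such as Ccl2, Cxcl1 and Map3k8 in the occluded MCAs could come from more leukocytes in the artery samples. The 28 measured leukocyte markers had a median log2 fold change of 0.080 (interval 0.037 to 0.459), with 20 above 0 and a range from -1.157 to 1.758. The bounds set beforehand were a median above 0.5 for this cause and under 0.2 against it, and the interval spans the lower bound, so these data cannot tell. More brain tissue could also bring inflammatory RNA, and the 27 brain markers had a median of 0.081 (interval -0.251 to 0.357) with the same bounds. They ran from -1.172 to 2.460, the latter being the astrocyte gene Gfap, so the markers alone cannot tell here either. With the brain markers as a covariate, all 31 cytokine and NF-kappaB genes called higher (100%) were still higher, and their median log2 fold change was 1.396 against 1.413 without it. The brain marker mean ran from 6.758 to 7.380 in the control and from 6.877 to 7.517 in the occluded MCAs, so the covariate could change these fold changes little. In the non-occluded MCAs it gave 300 instead of 236 higher genes, which does not show that it could remove this rise. The kept rise speaks against brain tissue as the whole cause only as far as these markers track it, and a smaller part stays open.

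Genes such as Sbno2 and Bcl3, which changed in both arteries, could reflect the control arrays that both comparisons share. With the controls split the number called in both was 4.62 times that of independent lists, under the stated bound of 10, which no split could reach because the highest possible ratio in any split was 6.14. Over the 20 splits the ratio ran from 2 to 5.05, and shared arrays as the whole cause would bring it near 1. The lowest ratio was not above the bound of 2 set against that, so the values speak against the shared arrays as the whole cause without excluding them. The covariance of the fold changes kept a median of 86.9% and at the lowest 44.2% with the controls split, under the bound of 50% against the shared arrays as the cause of more than 50% of the overlap, so these data cannot tell how much is due to them. A glucocorticoid response in the operated rats is another candidate explanation. Its genes, among them Fkbp5 and Zbtb16, had a median log2 fold change of 0.594 in the non-occluded MCAs, over the bound of 0.2, and the list passed camera with an estimated correlation (adjusted p = 0.0131), which fits this explanation in the non-occluded MCAs. In the occluded MCAs the same list had a median of 0.735 and an adjusted p = 0.171 in that test, so the explanation stays open there. The control rats were not operated, so a response to the surgery or anesthesia cannot be told apart from one to the occlusion.

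The lower contractile genes such as Myocd and Smtn in the occluded MCAs could come from a lower share of smooth muscle cells in the samples. Markers of the other artery cells, 37 genes of endothelial cells, pericytes and fibroblasts, would then be higher. Their median log2 fold change was -0.214 (interval -0.375 to -0.121), at -0.172 for endothelial cells and -0.211 for fibroblasts. This speaks against a loss of smooth muscle relative to those cells. The pericyte markers Kcnj8 and Abcc9 are also on the list of smooth muscle ion channels. A lower share of all artery cells together would lower both groups of genes, so that form of the cause stays open. Brain tissue on the artery could dilute the muscle RNA, but with the brain markers as a covariate 12 of 13 contractile genes (92.3%) were still lower. This speaks against it as the whole cause only as far as these markers track brain tissue.

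Ttc39b, a gene of lipid metabolism, differed by 1.63 on the log2 scale between the occluded and the non-occluded MCAs and had opposite signs against control. Fkbp3, a peptidyl-prolyl isomerase, differed by -0.93 between the 2 arteries, again with opposite signs. The 10 lower genes of fatty acid and mitochondrial oxidation in the occluded MCAs and the 10 higher glucocorticoid response genes in the non-occluded MCAs are groups that the text of the paper does not name.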

How the results depend on the processing

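Testing every probe set with values in both groups was chosen only after the data had been seen. All other alternatives were fixed beforehand.

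SAM at a q of 0 called 1154 genes higher and 1012 lower in occluded than in control MCAs (2540 and 3017 in limma), 102 and 67 in non-occluded MCAs (236 and 280), and 1051 and 544 between the 2 arteries (2259 and 2079). Genes higher and lower in both arteries were then 76 and 52 (188 and 248), and 8 GO terms of Table 1 passed (2). A minimum of 1.5-fold gave 936 and 880, 92 and 31, 741 and 481, and 67 and 29 genes, and 14 GO terms. At an adjusted p under 0.01, 84 genes were higher and 60 lower in non-occluded MCAs, 1306 were lower in occluded than in non-occluded MCAs, 69 and 55 were shared, and 7 GO terms passed. The chemokine gene Ccl2 stayed called in occluded MCAs in each of these settings.

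Centring each array on its median gave 164 lower genes in non-occluded MCAs, 150 lower in both arteries and 1 GO term. Cyclic loess gave 165 lower in both. Splitting the controls gave medians of 68 genes higher and 60 lower in both. For the GO terms of Table 1, the number that passed was 0 with the dimmest 25% of probe sets left out, 0 with the brain marker mean as a covariate, 1 with the red blood cell marker mean as a covariate and 4 against a background of all genes tested.

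Without non-occluded F15, 149 genes were higher and 139 lower in non-occluded MCAs, and 122 and 128 in both arteries. Leaving out occluded F15 gave the highest numbers, 249 and 309, and 200 and 270. Lower genes in non-occluded MCAs were 176 without control F16, 182 without non-occluded F12 and 184 without non-occluded F19, and those lower in both were 159, 164 and 163. The GO terms of Table 1 that passed ran from 0 (without control F4) to 5 (without control F26).

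Of the 8 qPCR target genes, 3 were higher in non-occluded than in control MCAs. It was 1 with SAM, 1 with the ordinary equal-variance test, 1 without non-occluded F15 and 0 at an adjusted p under 0.01. All 8 were higher in the occluded MCAs in every setting. The log2 fold change of Olr1 in non-occluded MCAs was -0.14, and ran from -0.330 (without control F26) to 0.067 (without control F36).

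Of 147 gene values named in the text, 141 were called, and 138 of these stayed called with any array left out. The other 3 were Junb, Prdm4 and Ttc39b in non-occluded MCAs. SAM did not call 3 values (Hspa5 and Junb in non-occluded and P2ry12 in occluded MCAs), and the ordinary equal-variance test did not call 3 (Hspa5, Hspb1 and Junb in non-occluded MCAs). An adjusted p under 0.01 ended 6 calls, among them Fos in occluded and Socs3 in non-occluded MCAs, and a minimum of 1.5-fold ended 9. Scaling and covariates ended none. The log2 fold change of Nfkb1 in non-occluded MCAs, -0.01 and not called, was 0.002 with array weights, 0.033 after centring, 0.027 after cyclic loess and 0.009 with the brain marker covariate, and ran from -0.024 to 0.016 with arrays left out. That of Rela, 0.01, ran from -0.007 to 0.026.

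With the rat as a random replicate block, 2700 genes were higher and 2664 lower in occluded than in non-occluded MCAs, and 2488 and 2562 with a fixed replicate block over the 5 pairs. The fixed replicate block called 15 ion channel genes lower (9 in the unpaired fit), 7 circadian clock genes lower (0), 8 glucocorticoid response genes higher (4), 7 unfolded protein response genes higher (2) and 4 heat shock genes higher (1). Over all genes the number of calls thus changed with the replicate block. The named gene values kept their calls, all 147 with the random and the 19 tested with the fixed replicate block.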

Differences from the paper's values

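All comparisons in this part were set by the paper's printed values. None of the alternatives named here was added after the difference had been seen.

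The paper counts genes at a SAM q of 0, a threshold its methods state, while the counts here use limma at an adjusted p under 0.05. It gives 1076 genes higher and 879 lower in the occluded than in the control MCAs, against 2540 and 3017 here. With SAM here the counts were 1154 and 1012, and with a minimum of 1.5-fold they were 936 and 880. For genes differing between occluded and control MCAs the paper has 1955 and this text 5557, with 2166 by SAM and 1816 with a minimum of 1.5-fold. The authors' deposited table has a q of 0 for 1954 symbols.

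For the non-occluded MCAs the paper gives 111 higher and 92 lower genes, 203 in all, and the counts here are 236 and 280, 516 in all. The numbers of higher genes within 1.5 times of the paper's were 102 with SAM, 160 with the ordinary equal-variance test, 84 at an adjusted p under 0.01, 92 with a minimum of 1.5-fold and 149 without the non-occluded array of F15. For lower genes SAM gave 67, within 1.5 times, and an adjusted p under 0.01 gave 60. In all, SAM gave 169, an adjusted p under 0.01 gave 144, and 288 were called without non-occluded F15.

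The paper has 80 genes higher and 67 lower in both arteries, and here there are 188 and 248. SAM gave 76 and 52, an adjusted p under 0.01 gave 69 and 55, and a minimum of 1.5-fold gave 67 higher genes. For genes differing in either artery of female rats the paper gives over 2000 and the count here is 5630, with 2204 by SAM and 1842 with a minimum of 1.5-fold.

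The paper finds 32 genes in both arteries of females and in males, and 50 were found here. SAM gave 29, the ordinary equal-variance test 41 and a minimum of 1.5-fold 25. Leaving out single arrays gave 35 (control F36), 40 (control F26), 40 (control F16), 38 (control F22), 47 (control F21), 38 (non-occluded F12), 30 (F15), 43 (F33), 36 (F10), 38 (F8), 39 (F19), 48 (occluded F10) and 48 (occluded F33).

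Mt2A has a fold change of 28.56 in Table 4 for the occluded MCAs and of 13.8 here. The authors' deposited table holds 43.60 and 13.51 for its 2 probe sets, whose mean is 28.56, and the brightest probe set was used here. With the mean of all probe sets of the gene the fold change here was 25. Of 87 fold changes in Tables 2 and 4, all 87 had the same direction here and 86 lay within 1.5 times of the printed value, with 2.07 as the highest ratio. Acsl1 in the non-occluded MCAs was the gene of these tables that was not called here, at an adjusted p = 0.0621. It was called with the ordinary equal-variance test (0.0351), with only the arrays of the 2 groups (0.0134), with array weights (0.0375) and with the title number as a covariate (0.0367), and without control F4, occluded F8 or occluded F15.

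Table 1 comes from the PANTHER Classification System, as the methods of the paper state, while the terms here use the annotation of the array. Of the 18 terms with enough measured genes, 2 were called more often than the background at an adjusted p under 0.05 in Fisher's exact test. The threshold for genes matters as well, with 8 such terms for SAM and 14 for a minimum of 1.5-fold.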

Other observations

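The lists below were fixed before the array values were seen, with the paper's printed values known. Which of them to describe was chosen only after the results were seen.

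Aminoacyl-tRNA synthetases, which load amino acids onto transfer RNA, are a protein class in Fig. 3 of the paper, and those of the cytosol rose in the occluded MCAs. Of 23 measured genes, 22 were higher than in control MCAs, none was lower and 1 did not pass the test (22 when adjusted over the list alone). The tyrosyl-tRNA synthetase gene Yars rose by 2.20 (standard error 0.083), Cars for cysteine by 1.80 (standard error 0.090), Tars for threonine by 1.36 (standard error 0.067) and Iars for isoleucine by 1.30 (standard error 0.064). The camera adjusted p was 5.06e-18, and 0.0264 with an estimated correlation. In the comparison of the 2 arteries 22 of the 23 were higher too.

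Among genes of fatty acid and mitochondrial oxidation, more were lower than higher in the occluded MCAs. Of 21 measured genes, 10 were lower, 2 were higher and 9 did not pass the test (11 lower when adjusted over the list alone). Ppargc1b, a coactivator of mitochondrial genes, fell by 1.76 (standard error 0.18), Acadm, a medium-chain acyl-CoA dehydrogenase gene, by 0.89 (standard error 0.085) and Pdk2, a kinase that restrains pyruvate oxidation, by 0.93 (standard error 0.082). In camera the list had an adjusted p of 0.00216, and adjusted p = 0.11 with an estimated correlation.

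In the non-occluded MCAs, a few chaperone genes of the endoplasmic reticulum and heat shock genes were higher. Of 21 genes of the unfolded protein response, 2 were higher over all genes and 12 when adjusted over the list alone, with Hspa5, the main chaperone of the endoplasmic reticulum, at 0.71 (standard error 0.15). Of 19 cytosolic heat shock genes, 4 were higher over all genes, and 10 were higher and 1 lower over the list alone, with the small heat shock gene Hspb1 at 1.07 (standard error 0.20). The camera adjusted p was 1.15e-10 and 9.87e-06, with adjusted p = 0.201 and 0.223 with an estimated correlation. SAM called 1 of the heat shock genes, the ordinary equal-variance test called none of them, and neither called Hspa5. Without control F36, non-occluded F12 or non-occluded F15, 2 heat shock genes were called, and without non-occluded F10, 4 genes of the unfolded protein response.

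Single markers of macrophages, microglia and astrocytes changed in the occluded MCAs, and as lists they did not pass camera. P2ry12, a purine receptor of microglia, fell by 1.16 (standard error 0.24, not called by SAM), while the hemoglobin receptor gene Cd163 of perivascular macrophages rose by 1.44 (standard error 0.24). Gfap, the intermediate filament of astrocytes, rose by 2.46 (standard error 0.29), and Fgfr3, a growth factor receptor of astrocytes, fell by 1.00 (standard error 0.13). These were the 2 called of 9 astrocyte markers (1 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.585), and 3 were higher and 2 lower without occluded F8.

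The claudin gene Cldn1, a component of tight junctions, was higher in the non-occluded than in the control MCAs, at 1.00 (standard error 0.14). The calcium channel gene Trpv4 was higher in both arteries, at 1.34 (standard error 0.13) in the occluded and 0.82 (standard error 0.12) in the non-occluded MCAs. In the occluded MCAs Ocln, which encodes the junction protein occludin, fell by 1.05 (standard error 0.16), and 4 of 21 genes of tight and adherens junctions and transcytosis were lower (3 when adjusted over the list alone, camera adjusted p = 0.116), with 1 lower in SAM and 7 lower without occluded F12.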
